# Functional role of Tet-mediated RNA hydroxymethylcytosine in mouse ES cells and during differentiation

**DOI:** 10.1038/s41467-020-18729-6

**Published:** 2020-10-02

**Authors:** Jie Lan, Nicholas Rajan, Martin Bizet, Audrey Penning, Nitesh K. Singh, Diana Guallar, Emilie Calonne, Andrea Li Greci, Elise Bonvin, Rachel Deplus, Phillip J. Hsu, Sigrid Nachtergaele, Chengjie Ma, Renhua Song, Alejandro Fuentes-Iglesias, Bouchra Hassabi, Pascale Putmans, Frédérique Mies, Gerben Menschaert, Justin J. L. Wong, Jianlong Wang, Miguel Fidalgo, Bifeng Yuan, François Fuks

**Keywords:** RNA, Cell biology, Molecular biology, Embryonic stem cells

## Abstract

Tet-enzyme-mediated 5-hydroxymethylation of cytosines in DNA plays a crucial role in mouse embryonic stem cells (ESCs). In RNA also, 5-hydroxymethylcytosine (5hmC) has recently been evidenced, but its physiological roles are still largely unknown. Here we show the contribution and function of this mark in mouse ESCs and differentiating embryoid bodies. Transcriptome-wide mapping in ESCs reveals hundreds of messenger RNAs marked by 5hmC at sites characterized by a defined unique consensus sequence and particular features. During differentiation a large number of transcripts, including many encoding key pluripotency-related factors (such as Eed and Jarid2), show decreased cytosine hydroxymethylation. Using Tet-knockout ESCs, we find Tet enzymes to be partly responsible for deposition of 5hmC in mRNA. A transcriptome-wide search further reveals mRNA targets to which Tet1 and Tet2 bind, at sites showing a topology similar to that of 5hmC sites. Tet-mediated RNA hydroxymethylation is found to reduce the stability of crucial pluripotency-promoting transcripts. We propose that RNA cytosine 5-hydroxymethylation by Tets is a mark of transcriptome flexibility, inextricably linked to the balance between pluripotency and lineage commitment.

## Abstract (web summary)

TET mediated RNA-hydroxymethylation (5hmC) has been detected in mammals, but its physiological role remains unclear. Here the authors map 5hmC during embryonic stem cell (ESC) differentiation and find that Tet-mediated RNA hydroxymethylation reduces the stability of crucial pluripotency related transcripts.

## Introduction

In DNA, the family of TET methyldioxygenases (TET1, TET2, and TET3) is known to catalyze hydroxylation of 5-methylcytosine to generate 5-hydroxymethylcytosine^1,2^. This reaction, which requires Fe^2+^ and α-ketoglutarate as co-factors, adds an additional layer of complexity to the epigenetic regulation of DNA methylation, as it can act as an intermediate in DNA demethylation pathways^2–4^. Recent advances have provided a more precise picture of the roles of TET-mediated DNA hydroxymethylation in several diseases such as cancer^5–9^ and in various biological contexts^10–12^. Notably, it is increasingly clear that DNA hydroxymethylation has a role in key physiological processes, including pre-implantation^13–15^, ESC pluripotency, and differentiation^16–22^. For example, TET triple knockout (TKO) and single TET KO studies reveal that while TET proteins are not required for ESC maintenance, they are essential for the proper differentiation capacity and the generation of functional embryonic structures^20,21,23^.

Previous work showed that Tet-mediated 5-hydroxymethylation (5hmC) occurs also in RNA context^24–30^, but in RNA its roles are just beginning to be appreciated. Tet-deficient *Drosophila* fruitflies suffer impaired brain development, accompanied by decreased RNA hydroxymethylation^28^. In mammals, Tet2 acts via 5hmC marking of RNA to promote pathogen infection-induced myelopoiesis through mRNA oxidation^29^ and to control endogenous retroviruses (ERVs)^30^. Tet-mediated RNA hydroxymethylation has also been reported to occur in ESCs^24^. However, to date, the distribution, function, and biological relevance of 5hmC remain unknown.

Here, we show that Tet enzymes are required for deposition of 5hmC in mRNAs, and notably in key pluripotency-related transcripts. Interestingly, we find that during differentiation, a large number of these transcripts have a reduced level of cytosine hydroxymethylation. We report that 5hmC reduces the stability of important pluripotency-promoting transcripts, and propose Tet-mediated RNA hydroxymethylation as an additional level of regulation of the ESC self-renewal network.

## Results

### Transcriptome-wide distribution of 5hmC in ESCs and EBs

We initiated our study by assessing the transcriptome-wide 5hmC landscape in mouse ESCs. For this we used our previously described hMeRIP-Seq method^28^, involving immunoprecipitation of 5hmC-containing RNA with an anti-5hmC antibody (Fig. 1a and Supplementary Fig. 1a), followed by next-generation sequencing (see Methods for experimental details and validation of antibody specificity). This approach revealed a total of 1633 peaks (*q*-values < 0.05) in 795 transcripts (Fig. 1b, c and Supplementary Data 1). The top hydroxymethylated mRNA targets are shown in Supplementary Fig. 1b and examples of enrichment profiles with the corresponding input tracks are shown in Fig. 1c (additional examples are shown in Supplementary Fig. 1c). We observed a non-random distribution of 5hmC, the mark occurring mostly in introns (Fig. 1d). Subsequent analyses revealed a specific UC-rich motif at peak centers (Fig. 1e and Supplementary Fig. 1d), consistently with findings of our previous study on *Drosophila* S2 cells^28^.

**Fig. 1:**
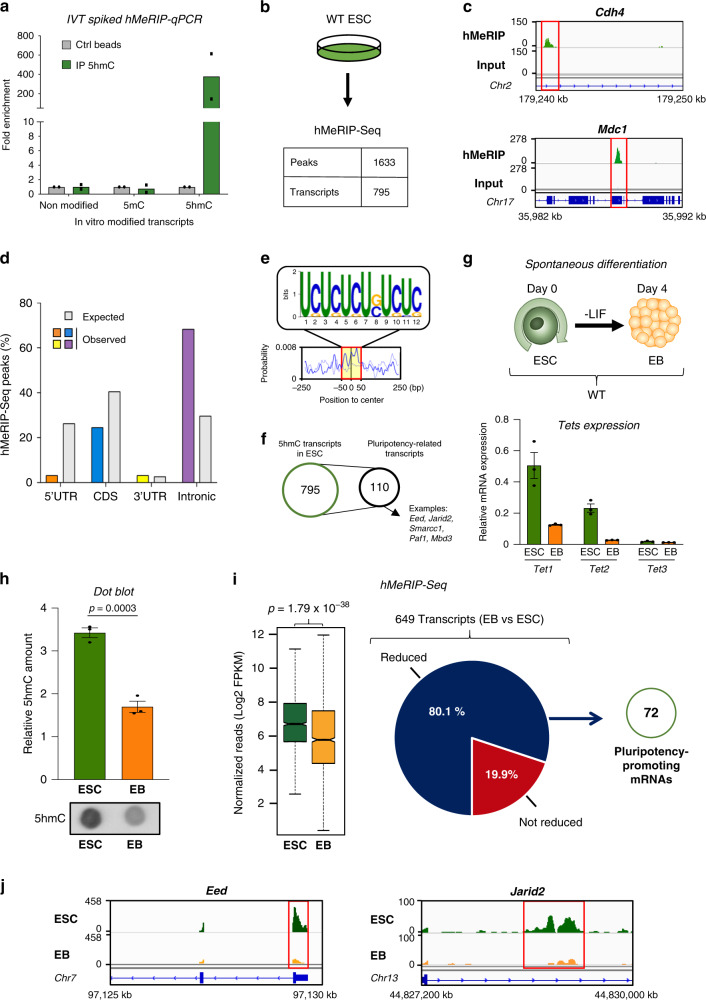
Transcriptome-wide distribution of 5hmC in ESCs and EBs. **a** Specificity of 5hmC antibody. Only the 5hmC-modified transcript shows enrichment after hMeRIP compared to the controls. Unmodified, 5mC-modified, and 5hmC-modified transcripts (IVT: in vitro transcribed) were used to spike total RNA prior to hMeRIP-qPCR. Data are means ± SEM (*n* = 2 independent experiments). **b** hMeRIP-Seq in WT ESCs reveals the presence of 5hmC within many transcripts (*n* = 3). Experiments were performed in biological triplicate and results were normalized as described in the “Methods” section. **c** Exemplative hMeRIP-Seq profiles of *Cdh4* and *Mdc1* in WT ESCs with their corresponding input control tracks (IGV tracks) (red frame shows peak location). **d** Bar chart showing the distribution of 5hmC peaks according to the type of structural element within transcripts, next to the expected distribution. **e** Top sequence motif identified in the centers of 5hmC peaks (*E*-value < 2.2e−117). **f** 5hmC is found in many key pluripotency-related mRNAs. Comparison of the above hMeRIP-Seq data sets with publicly available mouse ESC data sets^10–14^, with representative examples of known transcripts encoding ESC core pluripotency regulators such as *Eed, Jarid2, Smarcc1, Paf1*, and *Mbd3*. **g** Scheme of the previously reported protocol^36^ used for spontaneous differentiation of ESCs into EBs upon LIF removal, as described in the Methods section, with their relative Tet expression levels as measured by RT-qPCR. Data are means ± SEM (*n* = 3 independent experiments). **h** Decreased global 5hmC during spontaneous differentiation, as assessed by dot blotting. Data are means ± SEM (representative blot from three independent experiments, two-tailed Student’s *t*-test). **i** Many pluripotency-related transcripts show reduced 5hmC during differentiation. Left: Box plot for hMeRIP-Seq ESCs and EBs (*n* = 3 independent experiments, two-tailed Student’s *t*-test). In the box plot, the boxes represent the interquartile range of the records, and the lines across the boxes indicate the median value of the records. The whiskers indicate the highest and lowest values among the records that are no more than 1.5 times greater than the interquartile range. The range between notches represents the 95% confidence interval. Right: Pie chart highlighting the percentage of transcripts showing reduced 5hmC marking, 72 of which are identified as pluripotency-promoting mRNAs. **j** Exemplative hMeRIP-Seq profiles of *Eed* and *Jarid2* in ESCs vs EBs (IGV tracks) (red frame shows peak location). Source data are provided as a Source Data File.

To see whether transcripts relevant to ESC pluripotency might be present among those identified here, we compared the above-mentioned hMeRIP-Seq data sets with publicly available mouse ESC data sets defining signatures for the regulatory circuitry controlling the embryonic stem cell state^31–35^. Of the 795 5hmC-modified transcripts identified, 110 were found to encode pluripotency-related factors, including key ESC pluripotency regulators such as Eed, Jarid2, Smarcc1, Paf1, and Mbd3 (Fig. 1f and Supplementary Fig. 1e and Supplementary Data 1). We observed the same features of non-random distribution of 5hmC peaks within these pluripotency-related transcripts, with the mark occurring mostly in introns (Supplementary Fig. 1f). This transcriptome-wide assessment of 5hmC in WT mouse ESCs thus highlights a unique distribution and features of 5hmC sites in hundreds of transcripts, notably of many key pluripotency-related mRNAs.

The above-mentioned strong 5hmC enrichment within introns (cf. Fig. 1d and Supplementary Fig. 1f) prompted us to assess the level of 5hmC by dot blotting on the three following RNA fractions: nascent chromatin-associated, nucleoplasmic, and cytoplasmic. As shown in Supplementary Fig. 1g, we observed that chromatin-associated RNAs were readily hydroxymethylated. These data suggest enrichment in 5hmC of intronic regions of unspliced nascent pre-mRNAs. We also evaluated the role of Tet-mediated hydroxymethylation in splicing regulation, by means of paired-end RNA-Seq in WT and TKO ESCs, followed by differential splicing analysis. We found Tet-mediated hydroxymethylation to be associated with a higher ratio of spliced to unspliced transcripts (Supplementary Fig. 1h, i and Supplementary Data 2).

We next examined how the level and distribution of 5hmC might change during mESC differentiation to embryoid bodies (EBs). We used conditions for spontaneous differentiation of ESCs to EBs at an early time (day 4), which allowed us to focus on the role played by Tet1 and Tet2 at an early stage of ESC differentiation. In agreement with a previous report^36^, transcript-level expression of *Tet1* and *Tet2*, as measured by RT-qPCR, were decreased upon ESC-to-EB differentiation, while *Tet3* was still barely expressed (Fig. 1g). Proper differentiation of ESCs to EBs was checked by quantifying markers of pluripotency and early differentiation (Supplementary Fig. 1j). We first assessed the global 5hmC level by dot blotting applied to RNA extracts. EBs displayed a lower 5hmC signal than ESCs (Fig. 1h and Supplementary Fig. 1k). We then performed hMeRIP-Seq on ESCs and EBs. As shown in Fig. 1i, 5hmC marking was found to decrease in over 80% of the transcripts upon ESC-to-EB differentiation. The observed 5hmC changes were widely distributed within transcripts (Supplementary Fig. 1l and Supplementary Data 3). Of the 649 mRNAs showing reduced 5hmC in EBs vs ESCs, 72 encode pluripotency-promoting factors, e.g., Eed, Jarid2, and Dab1 (Fig. 1i, j and Supplementary Fig. 1m). ESC-to-EB differentiation thus leads, concomitantly with reduced *Tet1* and *Tet2* expression, to a marked decrease in 5hmC, notably affecting key pluripotency-related mRNAs.

### Tet-mediated hydroxymethylation in ESCs

What is the contribution of Tet proteins to mRNA hydroxymethylation in ESCs? To answer this question, we used previously generated *Tet1/2/3* triple knockout (TKO) mouse ESCs^21^. In line with the previous work^24^, TKO ESCs showed a substantially lower (~50% lower) global 5hmC level than WT ESCs, as measured by dot blotting and mass spectrometry (Fig. 2a and Supplementary Fig. 2a). It is noteworthy that m5C remained at a similar level in TKO cells (Supplementary Fig. 2b), consistently with previously published data. Since Vitamin C is a known cofactor for Tet-mediated DNA hydroxymethylation in ESCs^4^ (Supplementary Fig. 2c), we tested whether Vitamin C might also induce Tet-dependent RNA hydroxymethylation. This proved to be the case: dot blotting applied to RNA from WT and TKO ESCs revealed, upon Vitamin C treatment, a rise in the global level of 5hmC in the WT cells only (Supplementary Fig. 2d).

**Fig. 2:**
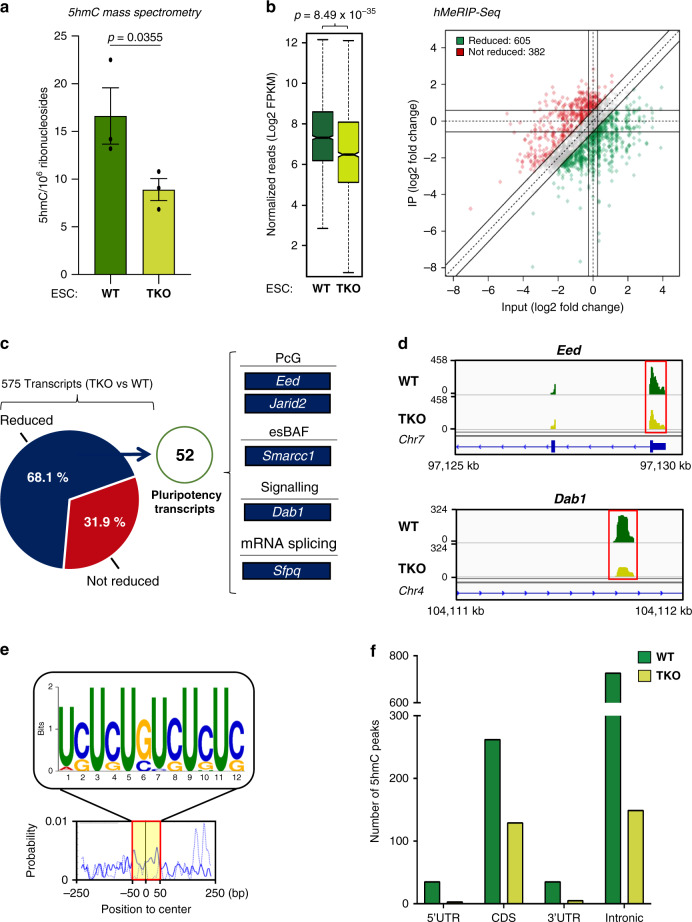
Tets are required for 5hmC in ESCs, notably of key pluripotency-related mRNAs. **a** Reduced global 5hmC in TKO ESCs, as measured by mass spectrometry. Data are means ± SEM (*n* = 3 independent experiments, one-tailed Student’s *t*-test). Source data are provided as a Source Data File. **b** Decreased 5hmC at many peaks in TKO ESCs. Left: Box plot showing a significant difference in the normalized number of 5hmC reads between WT and TKO ESCs (*n* = 3 independent experiments, one-tailed Student’s *t*-test). In the box plot, the boxes represent the interquartile range of the records, and the lines across the boxes indicate the median value of the records. The whiskers indicate the highest and lowest values among the records that are no more than 1.5 times greater than the interquartile range. The range between notches represents the 95% confidence interval. Right: Quadrant chart showing differential 5hmC peaks in WT vs TKO ESCs. **c** Tet-mediated 5hmC marking of core pluripotency transcripts. Pie chart highlighting the percentage of transcripts whose 5hmC marking appears reduced, 52 of which are known to be involved in pluripotency. **d** Exemplative hMeRIP-Seq profiles of *Eed* and *Dab1* in TKO vs WT ESCs (IGV tracks) (red frame shows peak location). **e** Top sequence motif identified at the centers of 5hmC peaks reduced in WT vs TKO ESCs (*E*-value < 3.9e−086). **f** Non-random distribution of Tet-mediated 5hmC marking. Bar chart showing, in WT and TKO ESCs, distinct distributions of 5hmC peaks among types of structural elements within transcripts.

To see which Tets might be responsible for 5hmC marking, we first measured the global 5hmC level in *Tet1/2/3* triple knockout (TKO)^21^, *Tet1/2* double knockout (DKO)^20^, and *Tet3* knockout ESCs^37^. Dot blots for *Tet1-* and *Tet2*-depleted ESCs (DKO) showed a reduction of the 5hmC level similar to that observed for TKO ESCs, while dot blots for *Tet3* KO ESCs showed no decrease in global 5hmC (Supplementary Fig. 2a). These results indicate that while Tet1, Tet2, or both are involved in 5hmC marking of mRNAs in ESCs, this seems not to be the case for Tet3.

To examine the contribution of Tets to 5hmC marking at the transcript level, we performed hMeRIP-Seq on WT and TKO ESCs. As shown in Fig. 2b, we observed a significant reduction of 5hmC reads (*P* < 10^–34^) in TKO as compared to WT ESCs. In Tet-depleted ESCs, 68.1% of the mRNAs (575 transcripts) showed a reduced 5hmC level (Supplementary Data 4), among which 52 are known to encode critical pluripotency factors such as Eed, Dab1, and Sfpq (Fig. 2c, d and Supplementary Fig. 2e). In mRNAs showing a reduced 5hmC level in TKO ESCs, we found an overrepresented UC-rich motif (Fig. 2e) highly similar to the 5hmC site identified in WT ESCs (cf. Fig. 1e). Furthermore, the 5hmC decrease was found to occur mostly in introns (Fig. 2f). Together, these results indicate that Tets are required for deposition of 5hmC in mRNAs, and notably in key pluripotency-related transcripts. Given that Tets knockout did not totally abolish 5hmC marking either globally or at the transcript level, it seems likely that additional enzymes and/or chemical processes contribute to mRNA hydroxymethylation in ESCs. To test whether 5hmC in mRNA might form through other chemical processes, we specifically evaluated whether 5hmC might be induced by cellular reactive oxygen species (ROS). This seems not to be the case, as treatment of ESCs with either buthionine sulfoximide (BSO) or H_2_O_2_ did not change the global level of 5hmC in mRNA (Supplementary Fig. 2f).

### Tet1- and Tet2-bound mRNAs in ESCs

As the mRNA targets of Tets are unknown, we next sought to identify these targets throughout the transcriptome by generating CRISPR knock-in ESCs for *Tet1* and *Tet2*. Using the CRISPR genome-editing tool in ESCs, we added a Flag-tag to endogenous Tet1 or Tet2. 

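The RIP-Seq data analysed here comprised 20 libraries from mouse embryonic stem cells (ESCs), pluripotent cells derived from the early embryo, in which the endogenous protein carried a Flag tag, a short peptide recognised by an antibody. RNA recovered with the anti-Flag antibody (IP) was sequenced together with RNA that was not immunoprecipitated (input). There were 2 replicates for Tet1, 4 for Tet2 and 4 for a line whose Tet2 lacks 54 amino acids of an RNA-binding domain (Tet2ΔRBD). The paper's methods describe the IP as made from cytoplasmic extract and the input as total RNA. Whether IP and input differ because of this was not tested. The authors aligned the reads to mm9 with RSEM and the RefSeq transcriptome, and deposited for each gene an expected count, which need not be a whole number because RSEM divides reads that map to several transcripts, and the TPM (the count scaled for transcript length and to the same total in every library) with a pseudocount of 1 added. Expected counts summed to 24082018 and 25518994 in the Tet1 IP and to 23061271 and 22539260 in its input. The totals ranged from 25515586 to 37323207 in Tet2 IP (median 30533410) and from 22873316 to 36570372 in its input (median 25214382). In Tet2ΔRBD they ranged from 25117213 to 37576638 in IP (median 27460196) and from 21078995 to 35967015 in input (median 24504412). Counting error is therefore small for all but the least abundant transcripts, and the spread between replicates sets the precision. Replicates 1 and 2 of Tet2 and Tet2ΔRBD each belonged to a library set of their own, whereas replicates 3 and 4 of both lines and all Tet1 libraries belonged to another, so that Tet1 was measured in 1 library set only.
The replicates differed far more between library sets than within them. The chi-square per gene between the counts of 2 libraries averaged 3.38 between replicates 3 and 4 of Tet2 IP, where sampling noise alone gives 1, and between 396 and 561 for the other pairs of Tet2 IP libraries. Between replicates 3 and 4 it averaged 3.63 in Tet2 input and 2.79 in Tet2ΔRBD IP, but 17.2 in Tet2ΔRBD input, and between the Tet1 replicates it averaged 7.93 in IP and 8.06 in input. Because all of these values exceeded the sampling noise, the replicates were kept separate. This excess alone does not show replicates 3 and 4 to be as independent as replicates of different library sets. Merging them was therefore run as an alternative. IP and input of the same replicate number deviated together from the mean of their group: the correlation of these deviations across genes averaged 0.75 for the same number and -0.22 for different numbers in Tet2, 0.71 and -0.20 in Tet2ΔRBD, and 0.18 and -0.18 in Tet1, where the deviations of 2 replicates are mirror images by construction. The highest value for different numbers was 0.78 in Tet2 and 0.69 in Tet2ΔRBD, and the lowest for the same number was 0.61 and 0.58. The averages therefore do not settle the pairing of every replicate. Each IP was compared with the input of its own number, as labelled. A gene was called a target when its TPM in IP exceeded that in input in every replicate of the line, which is a rule and not a test. As a test, expected counts rounded to whole numbers were fitted with edgeR's quasi-likelihood model over all 20 libraries, with each IP and input pair as a block and an IP effect for each line, over the 13710 genes with at least 1 CPM (counts scaled to the same library total) in at least 2 libraries. Its adjusted p-values were compared with a threshold of 0.05 after Benjamini-Hochberg adjustment. The fit had 7 residual degrees of freedom.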

RNA immunoprecipitation (RIP) with anti-Flag antibody was then performed, followed by deep sequencing (Fig. 3a and Supplementary Fig. 3a). 

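In the Tet1 line, TPM was higher in IP than in input for 9619 genes in replicate 1 and for 10646 genes in replicate 2, and 7798 of the genes were above input in both. If the replicates had been independent of each other, 5604 genes would have met this rule. In the opposite direction, 4810 genes were below input in both replicates. Across genes with a mean input TPM of at least 1, log2(IP/input) of the replicates correlated at 0.84 (Pearson's r; genes are not independent replicates). The log2(IP/input) of a target, with a pseudocount of 1, had a median of 0.28 over targets, and 16.2% of targets reached an IP of at least 1.5 times input in both replicates. Requiring that ratio lowered the number of targets to 1262, the largest change among the settings tried. By edgeR's quasi-likelihood test, 809 of 13710 genes passed the adjusted threshold, 373 with higher and 436 with lower RNA in IP, while 3224 genes had an unadjusted p under 0.05. Fitted on the 4 Tet1 libraries alone, which leaves 1 residual degree of freedom, the same test passed 6985 genes, and without the pairs as a block (no replicate block) it passed 0 genes, with 840 at an unadjusted p under 0.05.
Cebpz, on chromosome 17 of mm9 from 79318346 to 79336410, illustrates a strongly enriched transcript. Its TPM was 29.2 ± 0.64 in Tet1 IP and 2.42 ± 0.31 in input (SD, n = 2), and its fitted log2 ratio was 3.45 (standard error 0.64, adjusted p = 0.022 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Genes were ranked if past the threshold, above input in both replicates and with a mean IP TPM of at least 5. The 3 with the largest fitted ratio in Tet1 were Gm4027, Mir684-1 and Kif18a. Gm4027 and Mir684-1 had a TPM of 0 in both Tet1 inputs. They may be multicopy genes whose reads the authors' quantification divided between copies, which was not tested, so their values are uncertain. Kif18a, on chromosome 2 from 109120895 to 109181904, had a TPM of 8.25 ± 0.59 in IP and 0.38 ± 0.042 in input (SD, n = 2) and a fitted log2 ratio of 4.29 (standard error 1.06, adjusted p = 0.043 from the same edgeR test), past the threshold in 5 of the 8 fits that left out a Tet2 or Tet2ΔRBD pair.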

As shown in Fig. 3b, RIP-Seq for endogenous Tet1 identified 7798 bound targets. 

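Over the 4 Tet2 replicates, 12056, 12104, 11232 and 10426 genes had a higher TPM in IP than in input, and 6659 genes did so in every replicate, against 2561 genes had the replicates been independent. The number of genes below input in every replicate was 1796. The median log2(IP/input) of the targets was 0.50, and 12.2% of them reached an IP of at least 1.5 times input in all 4 replicates, which left 814 targets. Leaving out a replicate in turn gave between 7181 and 7813 targets, since a rule over fewer replicates is easier to meet. With the mean IP compared with the mean input, without pairing (no replicate block), 13063 genes were above input. Centring each replicate on the median ratio of expressed genes, which was 0.24, 0.38, 0.19 and 0.12 in replicates 1 to 4, lowered the number of targets to 3517. The edgeR test passed 4540 genes, 2007 with higher and 2533 with lower RNA in Tet2 IP; without the block it passed 375.
The 3 most enriched transcripts past the threshold with a mean IP TPM of at least 5 were Gnl2, Tmem184c and Cebpz. The fitted log2 ratio of Gnl2, on chromosome 4 of mm9 from 124693829 to 124732624, was 3.47 (standard error 0.74, adjusted p = 0.0057 from edgeR's quasi-likelihood test), that of Tmem184c, on chromosome 8 from 80119881 to 80134597, was 3.26 (standard error 0.71, adjusted p = 0.0064 from the same edgeR test), and that of Cebpz was 3.19 (standard error 0.45, adjusted p = 0.00074 from the same edgeR test). All of them passed the threshold in each of the 8 fits that left out a Tet2 or Tet2ΔRBD pair. Their enrichment was not particular to Tet2. For Gnl2, Tmem184c and Cebpz, mean log2(IP/input) was 3.251, 3.287 and 3.145 in Tet1 and 2.584, 2.358 and 2.38 in Tet2ΔRBD. Their mean TPM in Tet2 input was low, at 1.75, 0.86 and 2.95. Across Tet2 replicates, log2(IP/input) ranged from 1.84 to 4.98 for Gnl2 and from 0.80 to 3.19 for Tmem184c.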

Similar experiments for Tet2 revealed its binding to 6659 transcripts (Fig. 3c and Supplementary Data 5). Interestingly, an RNA-binding domain (RBD) within Tet2 has recently been identified by proteomic approach and is a sequence adjacent to the C-terminal catalytic domain^38^. Exploiting this finding, we used CRISPR-Cas9 to delete from endogenous Tet2 the 54 amino acids corresponding to the whole sequence encoding the identified site (Fig. 3a and Supplementary Fig. 3a). The corresponding knock-in cells thus produced a Flag-tagged Tet2 protein, either WT or deleted of the RBD (Tet2ΔRBD). RIP-Seq for Tet2ΔRBD revealed that about 30% of Tet2 targets are dependent on its RBD (Fig. 3c–e). 

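In Tet2ΔRBD, 4625 genes had a higher TPM in IP than in input in every replicate, a list 30.6% shorter than that of Tet2. Gene by gene, 3509 of the 6659 Tet2 targets were also Tet2ΔRBD targets (52.7%) and 3150 were not (47.3%), while 1116 Tet2ΔRBD targets (24.1%) were not Tet2 targets. The number of genes above input was 12796, 8900, 12130 and 11013 in replicates 1 to 4 of Tet2ΔRBD, higher than in the Tet2 replicate of the same number except for replicate 2. Of the 3150 Tet2 targets that were not called, 2291 (72.7%) were not above input in replicate 2, and 1888 (59.9%) were not above input in that replicate alone. In replicate 4, 899 were not above input, 624 of them in that replicate alone, and without Tet2ΔRBD replicate 4 the share not called was 37.9%. In the single replicates, the share of genes above input in Tet2 that were not above input in Tet2ΔRBD was 16.1%, 43.3%, 15.3% and 22.7% in replicates 1 to 4 (24.3 ± 13.0%, SD, n = 4). Without replicate 2 of both lines, 22.6% of Tet2 targets were not called in Tet2ΔRBD, and without any other number the share was between 41.4% and 49.0%. With the mean IP compared with the mean input, without pairing (no replicate block), the share was 17.7%. Requiring an IP of at least 1.5 times input in every replicate raised it to 84.8%, with 814 Tet2 and 180 Tet2ΔRBD targets. The median log2(IP/input) of the Tet2 targets was 0.48 ± 0.14 in Tet2 and 0.36 ± 0.15 in Tet2ΔRBD (SD, n = 4). The difference was 0.069, 0.504, -0.066 and -0.041 in replicates 1 to 4, and was not larger than the spread between replicates (exact sign-flip permutation test, both directions, p = 0.625, with 0.125 the smallest p that 4 replicates allow). These genes were selected for being above input in Tet2, which favours that line. From the share of Tet2 targets that it finds to be dependent on the RBD, the paper concludes that the RBD contributes at least partly to the targeting of Tet2.

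**Figure D1:**
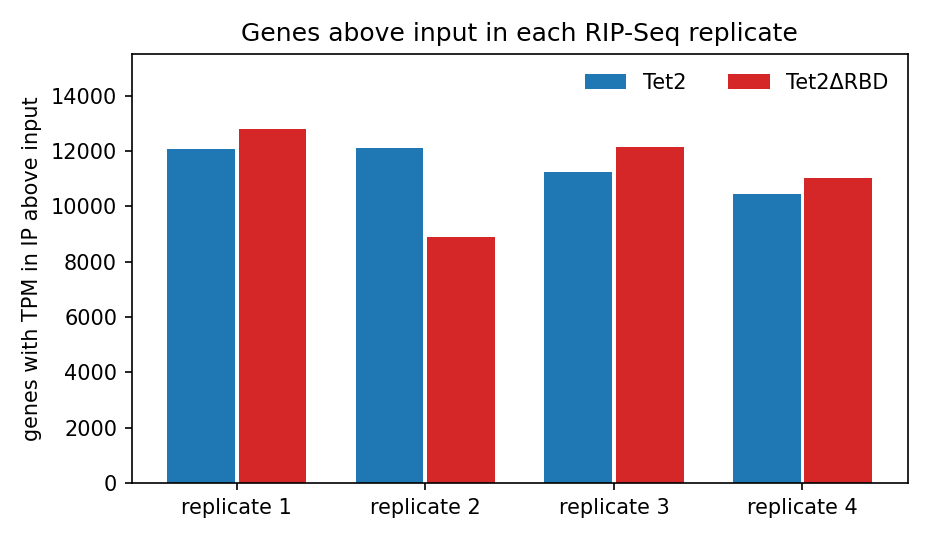
Number of genes with a higher TPM in IP than in the input of the same replicate (vertical axis), for each replicate of Tet2 (blue bars) and Tet2ΔRBD (red bars). Tet2ΔRBD replicate 2 has 8900 genes above input, and the other replicates of both lines have between 10426 and 12796.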

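The dependence of each transcript on the RBD was tested directly, as the difference between the fitted log2(IP/input) of Tet2 and that of Tet2ΔRBD. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, this difference passed the threshold for 3 of 13710 genes, all 3 higher in Tet2, and 416 genes had an unadjusted p under 0.05, where 686 would be expected by chance. Of the Tet2 targets not called in Tet2ΔRBD, 2924 entered the test, and the same 3 genes passed. In a simulation, the test called 91% of 4-fold but 41% of 2-fold differences. The median log2(IP/input) of the Tet2 targets was 0.50, less than 2-fold, so that loss of binding at a typical target could be missed. The small number of genes passing therefore does not show that the other targets are independent of the RBD. With DESeq2's test and size factors, 29 genes passed, all higher in Tet2. On simulated counts, 35 of the 200 genes that DESeq2 called for this difference were false, against 9 of 141 for edgeR. The simulation took its spread from edgeR's fit and held no IP effects that differ between library sets. It therefore does not show how many of the 29 genes are false. Without the pairs as a block (no replicate block) 0 genes passed, with 83 at an unadjusted p under 0.05, and with the replicate numbers also matched between the lines as a block 3 genes passed, with 805 at an unadjusted p under 0.05, more than expected by chance.
The largest difference was that of Sec22b, on chromosome 3 of mm9 from 97705113 to 97727199, which encodes a vesicle trafficking protein. Its TPM was 204 ± 90.0 in Tet2 IP and 53.0 ± 3.50 in Tet2 input, and 43.2 ± 6.09 in Tet2ΔRBD IP and 49.6 ± 3.52 in Tet2ΔRBD input (SD, n = 4). The difference in log2(IP/input) was 2.58, 1.84, 1.80 and 1.93 in replicates 1 to 4, and the fitted difference was 2.02 (standard error 0.22, adjusted p = 0.012 from edgeR's test). For Klf2, on chromosome 8 from 74842932 to 74845555, a transcription factor gene, TPM was 415 ± 135 in Tet2 IP against 150 ± 46.3 in input, and 131 ± 34.6 in Tet2ΔRBD IP against 129 ± 53.8 in input (SD, n = 4). Its fitted difference was 1.33 (standard error 0.14, adjusted p = 0.012 from the same edgeR test), with 1.64, 1.60, 1.09 and 1.14 in replicates 1 to 4. Cyb5r3, on chromosome 15 from 82983924 to 83003022, which encodes a cytochrome b5 reductase, had a TPM of 482 ± 172 in Tet2 IP against 185 ± 20.7 in input, and of 132 ± 19.4 in Tet2ΔRBD IP against 164 ± 15.8 in input (SD, n = 4), with a fitted difference of 1.60 (standard error 0.21, adjusted p = 0.047 from the same edgeR test). With a Tet2 or Tet2ΔRBD pair left out in turn, the fitted difference stayed between 1.81 and 2.11 for Sec22b, between 1.26 and 1.41 for Klf2 and between 1.42 and 1.72 for Cyb5r3. Their adjusted p remained under the threshold in 4, 3 and 2 of these 8 fits, respectively, and it exceeded the threshold for all of them when replicates 3 and 4 were merged. In Tet1, log2(IP/input) was 0.25 ± 0.20 for Sec22b, 0.37 ± 0.026 for Klf2 and -0.023 ± 0.11 for Cyb5r3 (SD, n = 2).

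**Figure D2:**
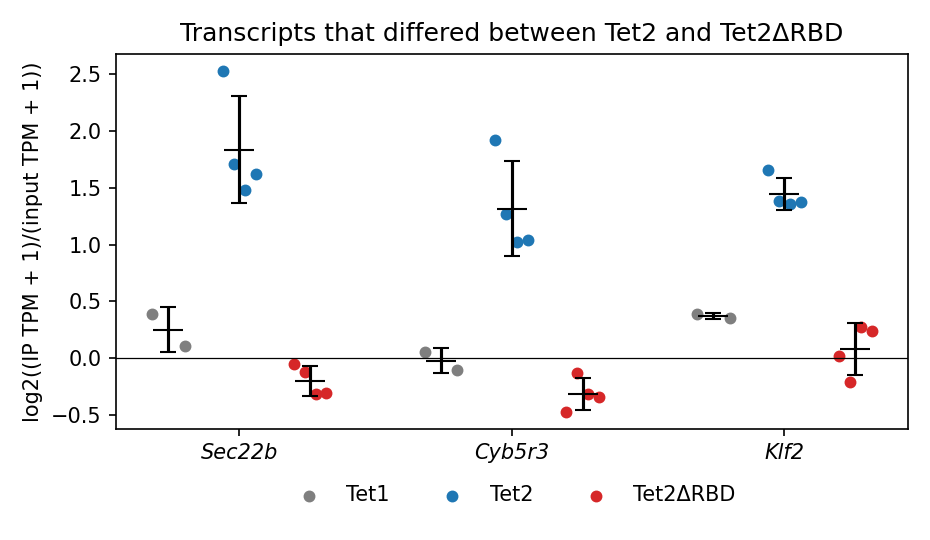
log2 of (IP TPM + 1)/(input TPM + 1) (vertical axis) of Sec22b, Cyb5r3 and Klf2 in each replicate of Tet1 (grey, n = 2), Tet2 (blue, n = 4) and Tet2ΔRBD (red, n = 4), with the mean (horizontal dash) and SD (bars). All Tet2 replicates lie above all Tet2ΔRBD replicates for each transcript.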

The identified RBD thus contributes at least partly to specific Tet2 targeting. 

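Of the 7798 Tet1 and 6659 Tet2 targets, 5243 were shared, which left 2555 targets of Tet1 only and 1416 of Tet2 only, and the shared targets made up 67.2% of the Tet1 list. The lists were compared over the 15297 genes with a TPM above 0 in every Tet1 and Tet2 IP, the genes that could have met the rule in both lines. Among these, 79.3% of the 6616 Tet2 targets and 25.2% of the other genes were Tet1 targets (odds ratio 11.3, Fisher's exact test across genes, which are not independent replicates). In 10000 random lists of the same size matched on mean TPM, the share of Tet1 targets had a median of 50.7%, and none reached the observed share (one-sided permutation p = 0.0001, the smallest that 10000 lists can give). Of the 4625 Tet2ΔRBD targets, 78.5% were Tet1 targets, a share that differed from that of Tet2 by less than the spread over single Tet2 replicates (SD 4.40, n = 4). The share of Tet2 targets that were Tet1 targets fell to 60.6% when an IP of at least 1.5 times input was required, and was 68.5% without pairing (no replicate block). It rose to 83.3% among genes with a mean input TPM of at least 5, to 85.6% with centring and to 88.7% without Tet1 replicate 1. With Tet2 replicates 3 and 4 only, of the same library set as Tet1, it was 71.5% of 8747 targets. Across expressed genes, the mean log2(IP/input) of Tet1 correlated with that of Tet2 at 0.78 and with that of Tet2ΔRBD at 0.82, and those of Tet2 and Tet2ΔRBD correlated at 0.89 (Pearson's r across genes).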

A comparison of the Tet1- and Tet2-RIP-Seq data revealed considerable and significant overlap between Tet2- and Tet1-bound targets, corresponding to 78.7% of the Tet2-bound transcripts (Fig. 3f). We also compared our RIP-Seq data for Tet1 and Tet2 with the hMeRIP-Seq data. Although many Tet1- and Tet2-interacting transcripts seemed not to be hydroxymethylated, 64.5% of the identified hydroxymethylation targets appeared to interact with Tet1 and/or Tet2 (Fig. 3g). 

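The comparison used the part of Supplementary Data 1 that could be read, with 1999 peak entries and 701 gene symbols. Of these, 677 matched a symbol of the RIP-Seq files and 23 matched through an older symbol, which gave 700 genes. The use of older symbols was chosen after seeing that symbols were unmatched, and with the listed symbols only the share of bound transcripts was 66.5%. By the rule of IP above input in every replicate, 464 of them (66.3%) were targets of Tet1 and/or Tet2 and 236 (33.7%) were not. Among the 663 listed genes with a TPM above 0 in every Tet1 IP or in every Tet2 IP, 70.0% were targets, against a median of 57.6% in 10000 random lists matched on mean input TPM, of which none reached the observed share (one-sided permutation p = 0.0001, the smallest that 10000 lists can give). The paper reports more 5hmC transcripts than could be read, so that unread ones could be drawn into the random lists. The listed transcripts were longer than the other genes, with a median effective length of 3967 against 2529 bases. In random lists matched on both input TPM and effective length, the median share was 64.3%, and 3 of the 10000 lists reached the observed share. With a single Tet2 replicate in place of all 4, the share of bound 5hmC transcripts was 81.6%, 86.4%, 76.1% and 71.1% for replicates 1 to 4 (78.8 ± 6.62%, SD, n = 4). It fell to 53.9% when each replicate was centred on the median ratio of expressed genes and to 19.6% when an IP of at least 1.5 times input was required, and it rose to 85.0% without pairing (no replicate block).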

We found that when Tet1 and Tet2 are bound to 5hmC targets, they are mostly bound together, rather than alone (Fig. 3g). This suggests that both Tet1 and Tet2 contribute to 5hmC and that they have redundant roles in mRNA hydroxymethylation in ESCs. 

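Of the 700 listed 5hmC transcripts, 320 (45.7%) were targets of both Tet1 and Tet2, 80 (11.4%) of Tet1 only and 64 (9.14%) of Tet2 only. The transcripts bound by both thus made up 69.0% of the 464 that were bound. Among the listed genes with a TPM above 0 in every Tet1 IP or in every Tet2 IP, 48.3% were bound by both, against a median of 35.3% in 10000 random lists matched on mean input TPM, of which none reached the observed share (one-sided permutation p = 0.0001, the smallest that 10000 lists can give). In random lists matched on effective length as well, a test chosen after seeing the data, the median was 43.4%, and 43 of the 10000 lists reached the observed share (one-sided permutation p = 0.0044). These shares are of all listed genes, so they also rise when more transcripts are bound by Tet1 and/or Tet2. That share was 70.0%, against a median of 64.25% in the same lists. Whether bound 5hmC transcripts were bound by both more often than other bound transcripts was not tested.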

We further found Tet1 and Tet2, like 5hmC, to associate preferentially with intronic regions (Supplementary Fig. 3b). Likewise, within 5hmC-enriched sites, Tet1 and Tet2 appeared to bind targets preferentially characterized by a UC-rich motif (Supplementary Fig. 3c). 

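Supplementary Data 1 marks transcripts as pluripotency-related, and 94 of the genes in its readable part carried this mark and matched the RIP-Seq files. Of these, 66 (70.2%) were targets of Tet1 and/or Tet2, 49 (52.1%) of both, 10 (10.6%) of Tet1 only and 7 (7.45%) of Tet2 only. In 10000 random lists matched on mean input TPM, the share had a median of 58.5%, and 127 lists reached the observed share (one-sided permutation p = 0.0128). The difference did not hold when the lists were also matched on effective length, a test chosen after seeing the data: the median was 64.9%, and 1630 lists reached the observed share (one-sided permutation p = 0.163). Of the 606 listed 5hmC transcripts without the mark, 398 (65.7%) were targets, a share that did not differ from that of the marked transcripts (odds ratio 1.23, p = 0.414, Fisher's exact test across genes, both directions). Leaving out a Tet1 or Tet2 replicate in turn gave shares between 70.2% and 80.9%. With the listed symbols only, an alternative chosen after seeing the data, it was 69.9%. Without pairing (no replicate block) the share was 86.2%, and with an IP of at least 1.5 times input in every replicate it was 21.3%.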

Interestingly, the percentage of pluripotency-related transcripts showing both enrichment in 5hmC and binding to Tet1 and/or Tet2 was particularly high, i.e., 70% (Supplementary Fig. 3d). These transcripts notably included *Eed, Jarid2, Smarcc1*, and *Dab1*. It is worth mentioning that in addition to binding to 5hmC-modified targets, Tet1 and Tet2 also bound to many unmodified transcripts. 

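Eed encodes a subunit of Polycomb repressive complex 2 and lies on chromosome 7 of mm9 from 97103166 to 97129493. The paper lists a 5hmC peak for it from 97128977 to 97129177, in the 5′ UTR. Its log2(IP/input), with a pseudocount of 1, was 0.81 ± 0.12 in Tet1 (SD, n = 2), 0.91 ± 0.44 in Tet2 and 0.93 ± 0.49 in Tet2ΔRBD (SD, n = 4), above 0 in every replicate of each line. In Tet2, replicate 2 had a value of 1.57 and the other replicates lay between 0.66 and 0.71. The fitted ratio of Eed was 0.61 in Tet2 (standard error 0.20, adjusted p = 0.039 from edgeR's quasi-likelihood test) and 0.67 in Tet1 (standard error 0.28, adjusted p = 0.183 from the same edgeR test). The Tet2 ratio passed the threshold in 4 of the 8 fits that left out a Tet2 or Tet2ΔRBD pair. The difference between Tet2 and Tet2ΔRBD was -0.053 (standard error 0.28, adjusted p = 1 from the same edgeR test).
Jarid2, a cofactor of the same complex, lies on chromosome 13 from 44824843 to 45017012, and the paper lists 3 peaks in it, of which 2 are intronic and 1 lies in the coding sequence, from 44997982 to 44998182. Its log2(IP/input) was 0.15 ± 0.050 in Tet1 (SD, n = 2), 0.59 ± 0.43 in Tet2 and 0.50 ± 0.077 in Tet2ΔRBD (SD, n = 4), above 0 in every replicate. After edgeR's normalization the fitted ratio was 0.0031 in Tet1 and 0.28 in Tet2, with adjusted p-values of 0.994 and 0.104 from the same test. Smarcc1, which encodes a subunit of the BAF chromatin remodelling complex and lies on chromosome 9 from 110034541 to 110142682, had a log2(IP/input) of 0.12 ± 0.038 in Tet1 (SD, n = 2) and 1.06 ± 1.22 in Tet2 (SD, n = 4). The Tet2 values were 1.12, 2.76, 0.22 and 0.16 in replicates 1 to 4, and the ratio did not pass the threshold in Tet1 or Tet2 (adjusted p = 0.979 and 0.0955 from the same edgeR test). Dab1, on chromosome 4 from 103291964 to 104417449 with 2 intronic peaks in the paper's list, was a target of Tet1 only. Its log2(IP/input) was 0.39 ± 0.057 in Tet1 (SD, n = 2) and 0.14 ± 0.16 in Tet2 (SD, n = 4), where 3 of 4 replicates were above input. The fitted ratio of Dab1 in Tet1 did not pass the threshold (adjusted p = 0.522 from the same edgeR test). The Tet2 mean turned to -0.097 when each replicate was centred on the median ratio of expressed genes and to -0.296 with the mean of all 10 inputs as the input. Among other transcripts with a 5hmC peak in the paper's list, Mbd3 was a target in all 3 lines by the rule. Its fitted ratio passed the threshold in none of them (adjusted p = 0.666 in Tet1, 0.116 in Tet2 and 0.074 in Tet2ΔRBD from the same edgeR test). Sfpq, Paf1 and Mdc1 were targets in no line. Cdh4 was a target of Tet2 (adjusted p = 0.0125 from the same edgeR test) and Tet2ΔRBD but not of Tet1. Its mean TPM was low, at 1.75 in Tet2 IP and 0.80 in Tet2 input.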

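Of the 9214 genes that were targets of Tet1 or Tet2, 464 (5.04%) were in the readable part of the 5hmC list, and 8750 (95.0%) were not. The latter number includes the transcripts whose peaks lie in the part of the list not used here. Cebpz, Gnl2 and Tmem184c had no peak in the part that was used. They had the largest fitted ratios in Tet2 among transcripts past the threshold, above input in every replicate and with a mean IP TPM of at least 5. All of them were also above input in every Tet1 and Tet2ΔRBD replicate, so that a component shared by the Flag immunoprecipitations is not excluded.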

Using publicly available data^19^ we observed, upon comparing Tet1/2-bound 5hmC-modified and unmodified RNAs, a lower level of 5-methylcytosine in genes bodies related to unmodified RNAs than in genes related to 5hmC-modified ones (Supplementary Fig. 3e). This suggests potential catalysis-independent roles for Tet1 and Tet2.

**Fig. 3:**
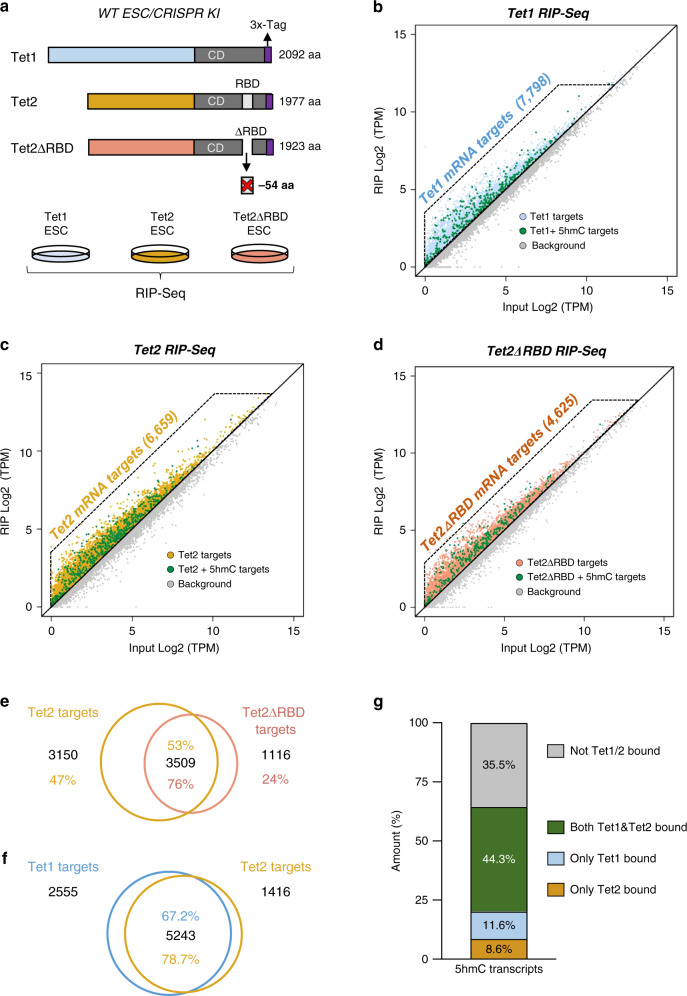
Tet1 and Tet2 bind to specific mRNAs within the transcriptome. **a** Diagram illustrating CRISPR-mediated tagging of endogenous Tet1, Tet2, and Tet2ΔRBD proteins (CRISPR KI) and RIP-Seq experiment design. **b** Many mRNAs are bound by Tet1. Scatterplot showing the log-fold enrichment over input after Tet1-bound RNA immunoprecipitation. **c** RNA-binding targets of Tet2. Scatterplot showing the log-fold enrichment over input after Tet2-bound RNA immunoprecipitation. **d** Tet2 RBD is involved in mRNA targeting. Scatterplot showing the log-fold enrichment over input after Tet2ΔRBD-bound RNA immunoprecipitation. **e** Tet2 binding to many RNAs depends on Tet2 RBD. Venn diagram showing the overlap between Tet2- and Tet2ΔRBD-bound RNA targets identified by RIP-Seq. **f** Many common Tet1 and Tet2 targets. Venn diagram showing the overlap between Tet1- and Tet2-bound RNA targets identified by RIP-Seq. **g** 5hmC targets are often bound by both Tet1 and Tet2. Stacked bar chart showing the overlap between 5hmC-containing transcripts and RNA targets bound by both Tet1 and Tet2, only Tet1, or only Tet2. All RIP-Seq were performed at least in biological duplicate.

To further investigate the effect of Tet1/2 binding on 5hmC-modified and unmodified mRNAs, we performed RNA-Seq experiments on TKO ESCs and analyzed upregulated and downregulated transcripts upon Tet depletion. Firstly, by comparing 5hmC targets from hMeRIP-Seq with Tet-regulated transcripts, we found 55.6% of the 5hmC-enriched targets to be upregulated and 44.4% to be downregulated (Supplementary Fig. 3f). Secondly, a comparison of Tet1/Tet2-bound mRNAs from RIP-Seq with RNA-Seq in TKO ESCs showed both upregulated (65.9%) and downregulated transcripts (34.1%) (Supplementary Fig. 3g). Lastly, we also looked at the overlap between 5hmC-enriched targets bound by Tet1/2 and up- or downregulated transcripts. We found a significant number of downregulated transcripts harboring 5hmC to be bound by Tet1/2 (68.2%). Many upregulated transcripts enriched in 5hmC were also found to interact with Tet1/2 (67.3%) (Supplementary Fig. 3h).

This transcriptome-wide investigation thus shows that a large number of transcripts are bound by Tet1, Tet2, or both. 

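Taking the lines together, 9214 genes were above input in every Tet1 or in every Tet2 replicate, of which 5243 met the rule in both. By edgeR's quasi-likelihood test, 2043 genes were higher in Tet1 or Tet2 IP than in input after Benjamini-Hochberg adjustment and 337 were higher in both, whereas 2546 were lower in Tet1 or Tet2 IP. Of the tested targets, 372 of 6980 (5.33%) in Tet1, 1973 of 6369 (31.0%) in Tet2 and 994 of 4353 (22.8%) in Tet2ΔRBD passed the threshold with higher RNA in IP. TPM ratios had a median above 0 in every replicate, whereas edgeR's normalization assumes that most genes do not change. After that normalization, 985 of the Tet1 targets, 727 of the Tet2 targets and 370 of the Tet2ΔRBD targets had a fitted ratio below 0. The balance of higher and lower genes varied with the method. With limma on log2(TPM + 1), 4801 genes were higher and 1113 lower in Tet2 IP, and 492 were higher and 144 lower in Tet1 IP. With DESeq2, 841 were higher and 737 lower in Tet1 IP, and 2445 were higher and 2474 lower in Tet2 IP.
The TPM of Tet1, on chromosome 10 of mm9 from 62267318 to 62361866, was 23.6 ± 0.31 in Tet1 IP and 15.4 ± 2.57 in input (SD, n = 2), and that of Tet2, on chromosome 3 from 133126643 to 133207354, was 10.5 ± 0.52 in Tet2 IP and 5.83 ± 1.29 in input (SD, n = 4). Tet1 mRNA was also above input in every Tet2 replicate, and Tet2 mRNA in both Tet1 replicates. The fitted log2 ratio in the line's own IP was 0.47 for Tet1 (standard error 0.28, adjusted p = 0.343 from edgeR's quasi-likelihood test) and 0.56 for Tet2 (standard error 0.19, adjusted p = 0.043 from the same edgeR test), the latter past the threshold in 3 of the 8 fits that left out a Tet2 or Tet2ΔRBD pair. In the Tet2ΔRBD line, Tet2 mRNA was above input in 3 of 4 replicates and was not a target (fitted log2 ratio 0.43, standard error 0.19, adjusted p = 0.141 from the same edgeR test).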

We observed that the majority of 5hmC targets are bound by Tet1/2, among which many pluripotency-related transcripts, and that this interaction is characterized by a defined consensus site and topology.

### Tet2-mediated RNA hydroxymethylation depends partially on its RBD

Having found that the Tet2 RBD contributes to Tet2 targeting and binding to transcripts (cf. Fig. 3c–e), we evaluated to what extent this domain is required for Tet2-mediated RNA hydroxymethylation. To this end, we performed hMeRIP-Seq with CRISPR/Cas9 knock-in ESCs for Tet2WT and TET2ΔRBD (Fig. 4a). As depicted in Fig. 4b–d (and Supplementary Data 6), we observed a significant decrease (67.5%) in 5hmC-enriched regions upon the deletion of Tet2 RBD. This shows that Tet2, at least via its RBD, contributes to hydroxymethylation of mRNAs. This is in line with our recent work showing Tet2-mediated RNA hydroxymethylation of endogenous retroviruses^30^.

**Fig. 4:**
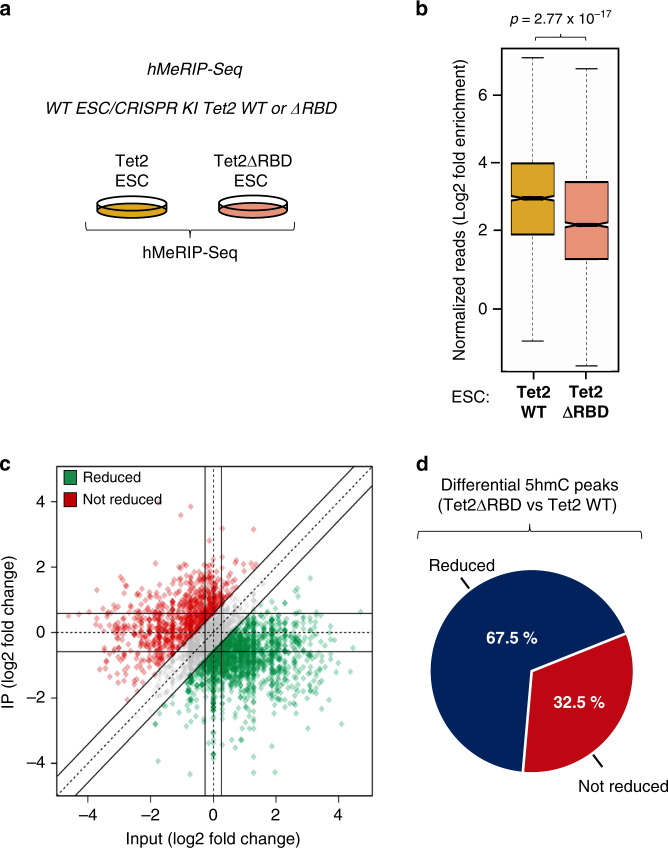
Tet2-mediated RNA hydroxymethylation depends, at least in part, on Tet2 RBD. **a** Scheme illustrating the hMeRIP experimental design using CRISPR Tet2WT KI and CRISPR ΔRBD KI ESCs. **b** Box plot showing a significant difference in the normalized number of 5hmC reads between Tet2WT and Tet2ΔRBD ESCs (*n* = 3 independent experiments, one-tailed Student’s *t*-test). In the box plot, the boxes represent the interquartile range of the records, and the lines across the boxes indicate the median value of the records. The whiskers indicate the highest and lowest values among the records that are no more than 1.5 times greater than the interquartile range. The range between notches represents the 95% confidence interval. **c** Quadrant chart showing differential 5hmC peaks in CRISPR Tet2WT KI vs CRISPR Tet2ΔRBD KI ESCs. **d** Pie chart highlighting the percentage of transcripts whose 5hmC level is reduced in Tet2ΔRBD- compared to Tet2WT-producing cells.

### Tet-deposited 5hmC decreases mRNA stability, notably of core pluripotency transcripts

What might be the function of Tet1/2-mediated mRNA hydroxymethylation in ESCs? To answer this question, we first investigated whether 5hmC marking might correlate with transcript abundance. The identified 5hmC-modified transcripts were thus ranked according to their abundance. Most 5hmC-modified transcripts appeared in the middle parts of transcript abundance (Supplementary Fig. 4). This preference for transcripts showing medium abundance suggests that 5hmC is not simply a random modification occurring on abundant transcripts. We then wondered whether 5hmC-marked transcripts might differ from unmodified transcripts at the level of translation or RNA decay. To investigate this, we examined published genome-wide data sets for mESCs. The possible effect of 5hmC on translational efficiency was investigated by means of previously reported ribosome profiling (Ribo-Seq) data sets from WT ESC^39^. As shown in Fig. 5a, 5hmC-modified and unmodified transcripts showed no difference in translation efficiency. We then examined whether 5hmC might be associated with mRNA stability by analyzing a published data set for mRNA half-life in ESCs^40^. As depicted in Fig. 5b, 5hmC-marked transcripts displayed a significantly shorter mRNA half-life than unmodified transcripts (*P* < 10^−12^). These results suggest that 5hmC is a chemical mark associated with transcript turnover.

**Fig. 5:**
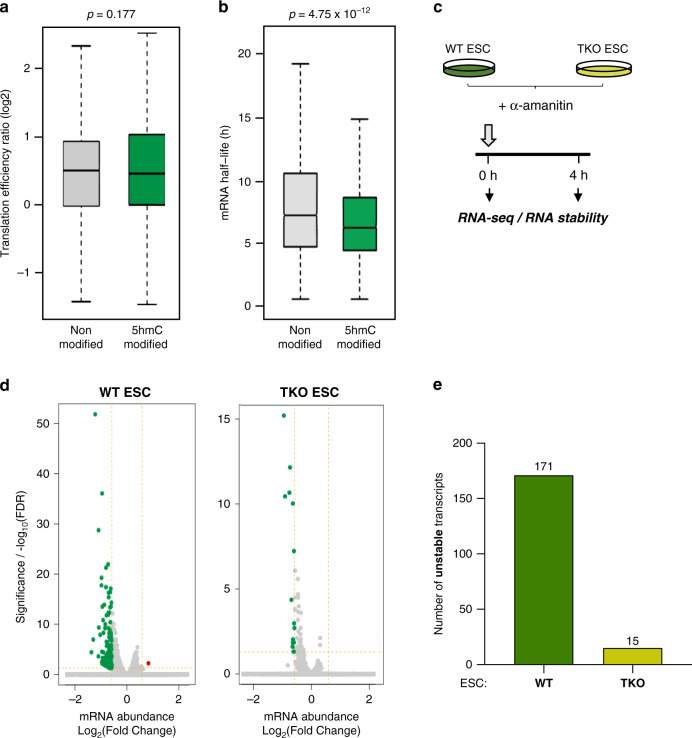
Transcriptome-wide analysis of RNA stability in WT vs TKO ESCs. **a** 5hmC does not seem to impact mRNA translation. Box plot showing the translation efficiency of non-modified and 5hmC-modified transcripts in WT ESCs using our hMeRIP-Seq data (*n* = 3) and published data^39^ (two-tailed Wilcoxon rank-sum test, *P* > 0.05). **b** 5hmC leads to a shorter mRNA half-life. Box plot showing the difference in mRNA half-life between non-modified and 5hmC-modified transcripts in WT ESCs using our hMeRIP-Seq data (*n* = 3) and published data^40^ (two-tailed Wilcoxon rank-sum test, *P* < 10^−12^). In the box plot, the boxes represent the interquartile range of the records, and the lines across the boxes indicate the median value of the records. The whiskers indicate the highest and lowest values among the records that are no more than 1.5 times greater than the interquartile range. **c** Scheme illustrating the protocol for transcription inhibition with α-amanitin in WT and TKO ESCs followed by RNA-Seq. Experiments were performed in biological duplicate. **d** Volcano plots show longer mRNA half-lives in Tet-depleted than WT ESCs. (*P*-value corrected for multi-testing < 0.05 and FC > 1.5). **e** Bart chart showing a greater number of unstable transcripts in WT vs TKO ESCs, as determined by RNA-Seq at 0 and 4 h post α-amanitin treatment.

To confirm the effect of 5hmC deposition on transcript stability, we added α-amanitin to WT and TKO ESCs to inhibit transcription and performed RNA-Seq (Fig. 5c). As depicted in Fig. 5d, e (and Supplementary Data 7), we observed longer mRNA half-lives upon Tet depletion in TKO vs WT ESCs. These results suggest a role for Tet-mediated hydroxymethylation in mRNA stability.

To further probe the contribution of 5hmC in transcript stability, we produced unmodified and 5hmC-modified transcripts by in vitro transcription in the presence of C or 5hmC nucleotides and used them to transfect WT ESCs. Their abundance was measured 6 h and 24 h post-transfection in order to evaluate their relative stability (Fig. 6a). We observed after ESC transfection that in vitro 5hmC-modified transcripts were less stable than their unmodified counterparts (Fig. 6b). These in vitro data are in good agreement with our above data showing that Tet-mediated 5hmC favors fast turnover of RNA transcripts.

**Fig. 6:**
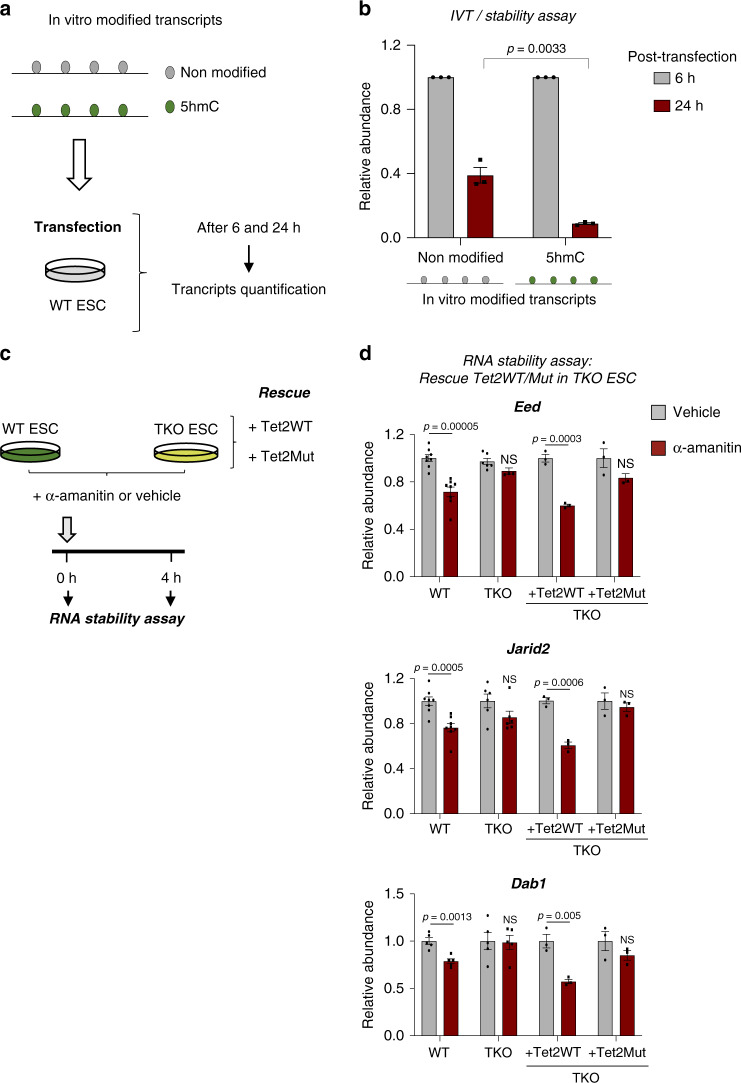
Tet-mediated 5hmC reduces the stability of core pluripotency transcripts. **a** Scheme illustrating the protocol used to quantify in vitro unmodified and 5hmC-modified transcript abundance after ESC transfection. **b** In vitro 5hmC-modified transcripts are less stable than their unmodified counterparts. Unmodified and 5hmC-modified transcript abundances were measured by RT-qPCR at 6 and 24 h post-transfection. RNA levels were normalized to endogenous *Gapdh* and relative to the transcript level at 6 h post-transfection. Data are means ± SEM (*n* = 3 independent experiments, two-tailed Student’s *t*-test). **c** Scheme illustrating the protocol used to inhibit transcription with α-amanitin in WT and TKO ESCs before performing stability assays to detect rescue of the destabilization process by Tet2WT or its catalytic mutant (Tet2Mut). **d** Tet2WT but not Tet2Mut restores destabilization of *Eed*, *Jarid2*, and *Dab1* transcripts in TKO ESCs. 18S rRNA was used as an internal calibrator. Error bars indicate ± SEM for at least three independent experiments. (Two-tailed Student’s *t*-test; NS not significant). Source data are provided as a Source Data File.

To validate our findings in vivo, we added α-amanitin to WT and TKO ESCs and monitored, by qPCR, levels of key pluripotency-related mRNAs over a 4 h treatment period. To confirm the involvement of Tet proteins in hydroxymethylation of pluripotency-related mRNAs and the transcript-destabilizing effect of hydroxymethylation, we performed rescue experiments on TKO ESCs with Tet2WT or a Tet2 catalytic mutant (Tet2Mut) (Fig. 6c). As shown in Fig. 6d, *Eed, Jarid2*, and *Dab1* transcripts were significantly less stable in WT ESCs than in TKO ESCs. Moreover, we found wild-type Tet2, but not Tet2Mut, to rescue the mechanism that destabilizes these transcripts in WT ESCs. An additional example and the *18S* RNA control are shown in Supplementary Fig. 5a.

Finally, we extended our observations on the above pluripotency-related mRNA stability assay by using CRISPR/Cas9 knock-in ESCs for Tet2WT or Tet2ΔRBD. We found Tet2WT, but not Tet2ΔRBD, to decrease the abundance of pluripotency transcripts (Supplementary Fig. 5b).

Overall, these results suggest that 5hmC deposition on pluripotency-related transcripts facilitates their degradation, which depends, at least in part, on Tet2 catalytic activity and on the RBD.

## Discussion

Here we provide evidence of an additional level of regulation of the ESC self-renewal network: RNA hydroxymethylation by Tet enzymes. Our data support a stepwise working model whereby 5hmC mRNA modification acts as an essential regulatory layer to safeguard efficient, timely, authentic downregulation of lineage-specific genes. In this manner, 5hmC can promote a fast response to external cues during cell differentiation (Fig. 7). Specifically, it is well known that a gene expression program in ESCs allows them to self-renew, yet they remain poised to differentiate into all cell types in response to developmental cues. For this, key cell fate determinants need to be expressed to appropriate levels, ensuring that lineage-specific genes are adequately repressed, thus ensuring orderly differentiation of ESC^41^. For example, should pluripotency factors be too highly expressed, this would lead to strong silencing of lineage-commitment genes, with cells remaining in the pluripotent state. On the basis of our data, we propose a model whereby 5hmC marks key ESC fate determinants to limit their levels and ensure their continuous degradation. Concretely, 5hmC would contribute to controlling the abundance of pluripotency-associated factors (such as *Eed* or *Jarid2*), so that they are expressed at appropriate levels (not too high, not too low). This would ensure adequate repression of lineage-specific factors and critically prepare ESCs to rapidly respond to differentiation stimuli (Fig. 7).

**Fig. 7:**
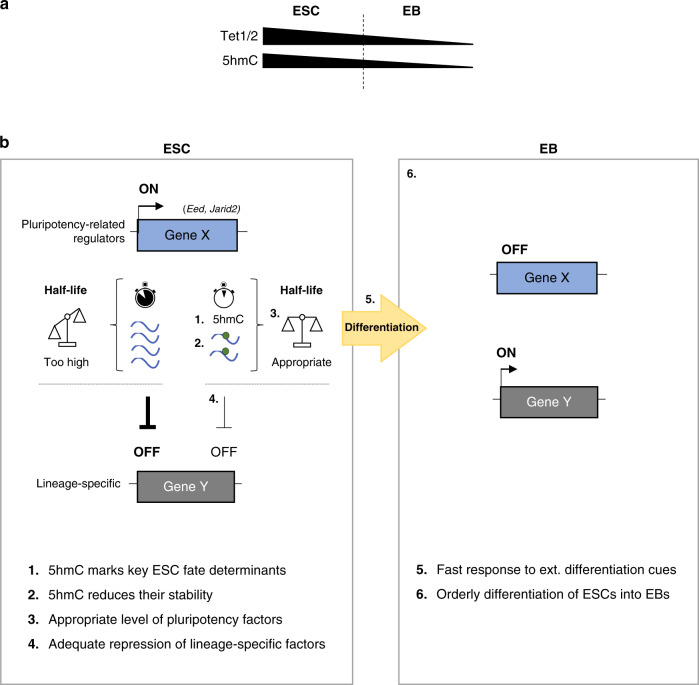
Model of Tet-mediated 5hmC as a mark of transcriptome flexibility in ESCs. **a** Scheme illustrating that spontaneous ESC-to-EB differentiation leads to reduced *Tet1* and *Tet2* expression and to a marked decrease in 5hmC. **b** 5hmC mRNA modification acts as an essential regulatory layer to safeguard efficient, timely, authentic downregulation of lineage-specific genes. 1. In WT ESCs, Tet1 and Tet2 hydroxymethylate many RNA transcripts, such as those encoding key pluripotency-related regulators (e.g. *Eed, Jarid2*). 2. 5hmC results in transcript destabilization. 3. This leads to an appropriate expression level (not too high, not too low) of these key cell fate determinants. 4. Consequently, this would ensure adequate repression of lineage-specific factors. 5. This controlled repression critically prepares ESCs to rapidly respond to external cues. 6. This stepwise model would ensure orderly differentiation of ESCs to EBs.

Along with the well-described role of DNA hydroxymethylation by Tets in ES cells^19,42,43^, our present findings must now be taken into account if one is to understand fully the functional importance of Tets in pluripotency and lineage commitment. Future work should address how Tet enzymes discriminate between DNA and RNA substrates for hydroxymethylation. Elements that might guide Tets to specific substrates include Tet-interacting proteins^30,42^, protein *O*-glycosylation marks^44,45^, secondary structure, and structural changes, among other possibilities.

Regarding which Tets are responsible, in ESCs, for 5hmC marking of RNAs, our study suggests that Tet3 is not involved but that both Tet1 and Tet2 contribute similarly to RNA m5C oxidation and have redundant functions. Future analyses will be needed to decipher the mechanisms through which Tet1 and Tet2 can substitute for one another in RNA m5C oxidation. Our findings do not exclude the involvement of Tet3 in other cell contexts. Worth adding is our observation that Tet enzymes are only partly responsible for depositing 5hmC in mRNA, consistently with earlier reports^24^. Although we cannot exclude the possibility that other chemical processes besides ROS-related ones might be involved, it could be that enzymes other than Tets deposit 5hmC on RNA. Such enzymes would probably belong, like the Tet proteins, to the family of ferrous-ion- and α-KG-dependent dioxygenases (Fe^2+^ and 2-OG). Further study is warranted to identify additional RNA hydroxymethyltransferases.

An important finding of the present work is the identified transcriptome-wide catalog of Tet1- and Tet2-bound mRNAs. It appears that the majority of 5hmC-modified mRNAs are bound by Tet1 and Tet2, at a defined consensus site with a defined topology. We further show that a recently identified Tet2 RNA-binding domain^38^ is crucial for Tet2 targeting to specific transcripts and for their subsequent hydroxymethylation. An RNA-based targeting and oxidation mechanism of this type appears distinct from the reported recruitment of Tet2 to chromatin via the RNA-binding protein Pspc1^30^. The set of Tet-interacting transcripts identified here might constitute an additional class of RNA regulons^46^. It is worth noting that in addition to their binding to 5hmC-modified targets, Tet1 and Tet2 bind also to many unmodified transcripts. To us, this suggests the interesting possibility that besides hydroxylating mRNAs, Tet1 and Tet2 might also function independently of their catalytic activity. Such an “RNA-hydroxymethylation-independent” role would be analogous to the well-described non-catalytic action of Tet1 and Tet2 on DNA, in which Tet proteins associate with diverse chromatin-related machineries such as HDAC and SET1/COMPASS, involved in transcriptional repression or activation^10^. Tets seem likewise to have a non-catalytic action on RNA. In favor of this view, we have recently reported that a catalytic activity-independent function of Tet2 is involved in regulating some retroviruses^30^. Specifically, we have shown in mouse ESCs that endogenous retrovirus (ERV) transcripts are regulated by two mechanisms: (1) post-transcriptional silencing of ERV RNAs via Tet2-mediated RNA hydroxymethylation and (2) transcriptional repression of ERVs through binding of Tet2 to RNA and concomitant recruitment of HDAC activity. Understanding the genomic characteristics that distinguish Tet1/2-bound sites that do not have 5hmC will require further study. Our first analyses suggest that at least some Tet1/Tet2-bound RNAs that do not have 5hmC display distinct DNA methylation patterns within the gene bodies of the corresponding loci.

Our study uncovers an unrecognized role of Tet-mediated RNA hydroxymethylation as a mark contributing, through mRNA destabilization, to the transcriptome flexibility required for embryonic stem cell differentiation. This role appears to be opposite to that reported for 5mC, the 5hmC precursor. Among the recently reported effects of m5C on mRNA fate^47–49^ (e.g., mRNA nuclear export, viral RNA splicing and translation), it has been shown in both physiological and pathological contexts that m5C enhances mRNA stability^50,51^. This opposite role of 5hmC as compared to its precursor suggests that RNA hydroxymethylation is an important post-transcriptional modification with specific functions affecting mRNA metabolism. Accordingly, we show here that Tet-mediated hydroxymethylation can lead to downregulation and upregulation, destabilization, and splicing of modified transcripts. Considering the major roles of writers and readers in determining the regulatory roles of RNA modifications, it will be interesting in the future to characterize 5hmC effectors, in order to better understand the context-dependent functions of this mark, as for m^6^A^52^. Besides affecting stability, it seems that 5hmC might also impact RNA splicing. First, we found both chromatin-associated and intronic regions of presumably unspliced nascent pre-mRNAs to be rich in 5hmC. This suggests, as we have reported previously^30^, that 5hmC deposition might occur co-transcriptionally. Second, we found Tet-deposited 5hmC to correlate with a higher ratio of spliced to unspliced transcripts. While Tet-deposited 5hmC could have a role in splicing per se, this might also partly explain the impact of 5hmC on stability. In support of this, it has been reported, for example, that the half-life of the intron-less chemokine *CXCL1* mRNA is shorter than that of the corresponding intron-containing control^53^. We propose a role of 5hmC as an intronic pre-mRNA modification promoting splicing and leading to a fast turnover of transcripts. The above hypothesis deserves future study.

In conclusion, our study uncovers an unrecognized role of Tet-mediated RNA hydroxymethylation as a mark contributing to the transcriptome flexibility required for embryonic stem cell differentiation. In other words, our work reveals 5hmC as a timely maintainer of the balance between pluripotency and lineage-priming factors, thus ensuring orderly differentiation of ESCs. Post-transcriptional RNA modifications such as m^6^A^31,54,55^ and 5hmC should be regarded as constituting a crucial layer involved in fine-tuning gene expression in order to regulate stem cell function and developmental processes.

## Methods

### Cell culture

Mouse ESCs^20,21,37^ were grown under standard culture conditions. Briefly, cells were cultured on 0.1%-gelatin-coated tissue culture plates in high-glucose DMEM-containing 15% FBS, 1 mM sodium pyruvate, 1% non-essential amino acids, 1% glutaMAX™, 100 U/ml penicillin, 100 μg/ml streptomycin, 0.1 mM β-mercaptoethanol, and 1000 units/ml recombinant mouse leukemia inhibitory factor (LIF) (All reagents from Gibco, except LIF from Millipore).

### Embryoid body formation

Embryoid bodies (EBs) were obtained by spontaneous differentiation of ESCs^36^. Briefly, ESCs were trypsinized, resuspended in ES medium without LIF, and counted with a TC20™ Automated Cell Counter (BIO-RAD). Then 4 × 10^6^ ESCs were seeded onto Greiner Petri dishes (Greiner) in 15 ml ES medium without LIF. EBs were maintained in ES medium without LIF for four days before collection for further analysis.

### CRISPR-Cas9 tagged Tet1, Tet2, and Tet2ΔRBD ESCs

Mouse ESCs producing tagged Tets were generated with the CRISPR-Cas9 nuclease system^56^. Briefly, sgRNAs were designed to target the stop codons of *Tet1* and *Tet2* (for C-terminal tags) using the guidelines described in MIT’s online tool (http://crispr.mit.edu). They were cloned into the pX461 vector. Lipofectamine™ 3000 was used according to the manufacturer’s instructions (ThermoFisher Scientific) to co-transfect ESCs with a sgRNA-containing plasmid and a template containing triple tags (Flag + HA + Twin-Strep) from the pINTO-N3 vector^38^, flanked by homologous arms for *Tet1* and by homologous arms with or without RBD for *Tet2*. 24 h after transfection, individual ESCs were seeded into 96-well plates via serial dilution. One week later, clones were picked and analyzed for the Flag-tag by western blotting, and the CRISPR-Cas9-targeted genomic regions were PCR-amplified and sequenced in clones producing tagged Tet1, Tet2, or Tet2ΔRBD. All relevant sgRNA sequences and primers are listed in Supplementary Data 8.

### Cell fractionation

ESCs were washed twice with cold PBS. The cell pellet was lysed with Igepal lysis buffer (10 mM Tris pH 7.4, 150 mM NaCl, 0.15% Igepal CA-630) and incubated on ice for 5 min. The lysate was then gently overlaid on top of sucrose buffer (10 mM Tris pH 7.4, 150 mM NaCl, 24% sucrose). After centrifugation at 3500 × *g* for 10 min at 4 °C, the supernatant was saved for cytoplasmic RNA extraction. The pellet containing cell nuclei was briefly rinsed with cold PBS-EDTA (0.5 mM) and resuspended in glycerol buffer (20 mM Tris pH 7.4, 75 mM NaCl, 0.5 mM EDTA, 50% glycerol). This was followed by the immediate addition of urea buffer (10 mM Tris pH 7.4, 300 mM NaCl, 7.5 mM MgCl_2_, 1 M urea, 0.2 EDTA, 1% Igepal CA-630) and incubation on ice for 2 min. After centrifugation at 13,000 × *g* for 2 min at 4 °C, the supernatant for nucleoplasmic RNA extraction was collected and the chromatin pellet was further processed with TURBO DNase followed by Proteinase K treatment before RNA extraction.

### RNA and DNA extraction

Total RNA was extracted with the RNeasy Mini or RNeasy Maxi Kit (Qiagen) or with TRIzol (ThermoFisher) according to the manufacturer’s instructions. Genomic DNA was eliminated by DNase I treatment. Isolated RNA was used for downstream quantitative PCR, mass spectrometry, and hMeRIP-Seq. Genomic DNA was extracted with the DNeasy Blood & Tissue Mini Kit (Qiagen).

### Reverse transcription coupled to quantitative PCR

Isolated RNA was converted to cDNA with qSCRIPT (Quanta). Gene expression was analyzed with the LightCycler 480 SYBR Green I Master mix (Roche) on the LightCycler 480 real-time PCR system (Roche). In all cases, average threshold cycles were determined from at least duplicate reactions, and gene expression levels were normalized to those of a housekeeping gene as indicated (*18S* rRNA, or *Gapdh*). The primers used in this study are shown in Supplementary Data 8.

### Western blot analysis

Cells were harvested by scraping and lysed with IPH buffer containing EDTA-free Protease Inhibitor Cocktail (Roche). Cell extracts were fractionated by SDS-PAGE and transferred to PVDF membranes for immunostaining. Membranes containing the transferred proteins were blocked with 5% (w/v) non-fat dried skimmed milk powder (Bio-rad) in PBST and then incubated overnight at 4 °C with primary antibody against Flag-tag (1:2000, Sigma #F1804) in blocking buffer. The membranes were washed three times with PBST for 10 min and incubated with a 1:10,000 dilution of horseradish-peroxidase-conjugated anti-mouse or anti-rabbit antibodies for 1 h. They were then washed with PBST three times and developed with the ECL system (Amersham Biosciences) according to the manufacturer’s protocols. Original images for all western blots are supplied as Source Data File.

### Dot blotting for 5hmC quantification

RNA and DNA were extracted and spotted onto a nylon membrane (GE Healthcare Hybond-N+). The membrane was dried and cross-linking was performed twice with 200,000 μJ/cm^2^ UV. For quantification, the membrane was stained with 0.04% methylene blue in 0.5 M sodium acetate and rinsed with PBS + 0.1% Tween-20 for 5 min. It was then blocked in 3% (w/v) non-fat dry milk in PBS + 0.1% Tween-20 for 1 h, transferred into a blocking solution supplemented with rat anti-5hmC monoclonal antibody (Diagenode #MAb-633HMC) diluted 1:500 and incubated overnight at 4 °C. Thereafter, the membrane was washed three times with PBS + 0.1% Tween-20 for a total of 30 min. It was transferred into a blocking solution supplemented with HRP-linked anti-rat IgG (Abcam #Ab6734) diluted 1:1000, incubated for 1 h at room temperature, washed three times with PBS + 0.1% Tween-20, and developed with the ECL system (Amersham Biosciences) according to the manufacturer’s protocols. ImageJ software was used for signal quantification. Original images for all dot blots are supplied as Source Data File.

### LC–MS/MS for 5mC and 5hmC detection and quantification

Mass spectrometry analysis was performed as described previously^26^. Briefly, 3 μl of 10× buffer (500 mM Tris-HCl, 100 mM NaCl, 10 mM MgCl_2_, 10 mM ZnSO_4_, pH 7.0), 2 μl (180 units) of S1 nuclease, 2 μl (0.001 units) of venom phosphodiesterase I, and 1 μl (30 units) of CAIP were added to 10 μg of total RNA from WT ESCs and TKO ESCs (in 22 μl of H_2_O). The mixture (30 μl) was incubated at 37 °C for 4 h. The resulting solution was extracted with chloroform three times. The upper aqueous phase was collected and passed through a solid-phase extraction cartridge filled with 50 mg of sorbent of graphitized carbon black to remove the salts. The elution was then dried with nitrogen gas at 37 °C for subsequent chemical labeling and LC–ESI-MS/MS analysis by an AB 3200 QTRAP mass spectrometer (Applied Biosystems, Foster City, CA, USA).

### Vitamin C, H_2_O_2_, and BSO treatments

ESCs in culture were treated with 50 μM Vitamin C (Sigma) for 16 h^4^. TKO ESCs were treated with 20 μM hydrogen peroxide^57^ (H_2_O_2_, Sigma) for 24 h or with 500 µM buthionine sulfoximine^58^ (BSO, Sigma) for 48 h. In each experiment, an equal volume of vehicle (water) was used as a control. Cells were collected after washing with PBS and processed for dot blotting.

### In vitro transcription

In vitro transcription was performed with the MEGAscript® T7 Transcription Kits (Life Technologies) according to the manufacturer’s instructions. For methylated and hydroxymethylated transcripts, ribo-CTP nucleotides were replaced in the reaction with ribo-5mCTP or ribo-5hmCTP (TriLink Biotechnologies). The DNA fragment containing TC-rich motifs was synthesized by IDT and subsequently cloned into a plasmid containing a T7 promoter. The integrity of the IVT-produced transcripts was confirmed with an Agilent 2100 Bioanalyzer and these transcripts were used later for antibody validation in hMeRIP-qPCR and in vitro stability assay.

### Hydroxymethylated RNA immunoprecipitation (hMeRIP)

The procedure was performed on ESCs (WT, TKO, tagged Tet2WT, and Tet2ΔRBD) and EBs (WT) as described previously^28^. Briefly, 1 mg total RNA was fragmented to an average size of 200–300 bp. It was then precipitated in ethanol, resuspended in RNase-free ddH_2_O, and the fragmentation efficiency was checked on a Bioanalyzer RNA chip (Agilent). For immunoprecipitation, RNA fragments only or fragments spiked with 2.5 μg IVT-produced transcripts containing UC-rich motifs with distinct RNA modifications (C, 5mC, and 5hmC), were denatured by heating at 70 °C for 5 min, chilled on ice for 5 min, and then incubated overnight at 4 °C with or without 12.5 µg anti-5hmC antibody (Diagenode monoclonal #MAb-633HMC) in freshly prepared 1X IP buffer (50 mM Tris-HCl pH = 7.4, 750 mM NaCl and 0.5% Igepal CA-630, RNasin 400 U/ml and RVC 2 mM) supplemented with protease inhibitors (cOmplete, Mini, EDTA-free, Roche). Samples were then incubated at 4 °C for 2.5 h with 60 μl equilibrated Dynabeads Protein G (Life Technologies), washed three times for 5 min with 1 ml IP buffer, and eluted by addition of 1 ml TriPure Reagent (Roche). This was followed by RNA extraction according to the manufacturer’s instructions. Samples were then subjected to deep sequencing and the spike-ins were analyzed by quantitative PCR (primers available in Supplementary Data 8). All hMeRIP-Seq and qPCR experiments were performed in triplicate.

### RNA immunoprecipitation

RNA immunoprecipitation (RIP) was performed using Magna RIP^TM^ RNA-Binding Protein Immunoprecipitation Kit (Millipore) following the manufacturer’s instructions. Briefly, cytoplasmic extract from ∼1 × 10^7^ tagged ESCs was distributed equally among samples and controls. For sample reactions, 10 μg of anti-flag antibody (Sigma, #F1804) was used for 75 μl of magnetic protein G beads. For control reactions, 10 μg of mouse IgG (Millipore, #12-371) with no immunoreactivity was used for 75 μl of magnetic protein G beads. After stringent washes and proteinase K digestion, immunoprecipitated RBP/RNAs (RIP) and total RNA (Input) from ESCs were subjected to downstream library preparation. All RIP-Seq experiments were performed at least in duplicate.

### Library preparation and deep sequencing

5 to 10 ng dsDNA was subjected to 5′ and 3′ protruding end repair, followed by the addition of non-templated adenines to the 3′ ends of the blunted DNA fragments, allowing ligation of Illumina multiplex adapters. The DNA fragments were then size-selected so as to remove all unligated adapters and to sequence 200–300-bp fragments. Eighteen PCR cycles were carried out to amplify the library. DNA was quantified by fluorometry with Qubit 2.0 and DNA integrity was assessed with a 2100 Bioanalyzer (Agilent). Six picomoles of the DNA library spiked with 1% PhiX viral DNA were clustered on cBot (Illumina) and then sequenced on a NextSeq500 (Illumina).

### Preprocessing of sequencing data

Unless specified differently, sequencing data were preprocessed using the following steps: the raw sequencing data were first analyzed with FastQC (Andrews, 2010, https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Low-complexity reads were removed with the AfterQC tool^59^ with default parameters. To get rid of reads originating from rRNA or tRNA, the reads were mapped to mouse tRNA and rRNA sequences with Bowtie2^60^. The rRNA and tRNA sequences were downloaded from https://www.ncbi.nlm.nih.gov/nuccore using *Mus musculus* [organism] AND (biomol_rrna [PROP] OR biomol_trna [PROP]) as search parameters. Reads that did not map to tRNA or rRNA sequences were then further processed with Trimmomatic^61^ using default parameters to remove adapter sequences. The resulting fastq data were again analyzed with FastQC to ensure that no further processing was needed.

### hMeRIP-sequencing analysis

Raw mouse ESCs and EBs hMeRIP-sequencing reads were preprocessed as described in the previous section. Pre-processed reads were then mapped against the mouse reference genome (mm9) with the STAR algorithm^62^ using the RefSeq reference transcriptome (downloaded on March 2012). 5hmC peak regions were identified by applying the MACS2 peak-calling tool^63^ onto immunoprecipitated (IP) samples, using their input counterpart to estimate background noise (*q*-value < 0.05). It is worth noting that the “expected genome size” MACS2 parameter was set as the sum of all transcript lengths, including both exons and introns (counting regions shared by several transcripts only once), and summit positions were identified using the MACS2 “-call-summits” option. To avoid identifying extremely large peak regions, the peaks were resized to 100 bp on both sides of the identified summit. So-called “expected peaks” (regions with a high read count and therefore most likely to generate peaks) were also generated by applying MACS2 with the same parameters to the input only (using MACS2 background modeling). A “bedtools intersect”-based in-house script was then used to identify 5hmC-modified regions observed in all replicate experiments^64^. These replicated peaks were reported as the final list of “5hmC peaks” (Supplementary Data 1) (replicated “expected peaks” were also generated by the same approach). Finally, a metasample combining the mapped reads of all the replicates was generated for each condition. To obtain visual representations of local enrichment profiles, bedgraph files were generated from mapped metasample files (bam) and uploaded into the IGV tool^65^. For differential analysis, reads from metasamples were counted in each “replicated peak” using the FeatureCounts algorithm on IP and input samples from each condition and normalized as reads per kilobase per million (RPKM). Enrichment ratios were defined for each condition as IP over input RPKM levels. Peaks were reported as differentially marked if a fold change of at least 1.5 was observed between the enrichment ratios of the two conditions.

### Motif analysis of hMeRIP peaks

To perform the motif analysis, 5hmC and expected peaks were associated with transcripts with “bedtools intersect”^64^ on the RefSeq transcriptome. The strand of each peak was attributed to its associated transcript (unassociated peaks were ignored and peaks intersecting transcripts of both strands were duplicated). Then the peaks were extended to 250 bp on both sides of the center and “bedtools getfasta”^64^ was used to extract peak sequences in a stranded way. The meme-suite^66^ (http://meme-suite.org) was then used for motif analysis. A first-order Markov model was generated using the “fasta-get-markov” function on the sequences from the input sample. Then the “meme” tool was used to identify top overrepresented motifs, using the aforementioned Markov model as a background model and expected peaks as negative control peaks. The number of motifs was restricted to 10 and the MEME search window was set between 5 and 12. Finally, we used “Centrimo” to evaluate the position of the motif relatively to the peak center, and decentered motifs were excluded.

### Distribution of hMeRIP peaks

The “5hmC” and “expected” peaks identified by hMeRIP-Seq were annotated with the RefSeq gene annotation. Peaks were assigned to one or several transcripts and to annotated structural elements: to an exon when the peak summit was inside an annotated exon, to an intron when the peak summit was outside the exon but inside the transcript. Peaks that could not be associated with a coding gene or that could not be uniquely associated with one of these categories (e.g., ambiguous annotation due to overlapping transcripts) were left unannotated. The same rules were used to categorize peaks according to their association with coding sequences (CDS) or flanking regions (5′UTR and 3′UTR). For each transcriptomic region, the enrichment in 5hmC peaks was evaluated as the difference between the observed and expected percentages of 5hmC peaks in that region.

### RIP sequencing analysis

Raw reads were processed as described in the “Preprocessing of sequencing data” section of this manuscript. The processed data were then mapped to the mouse genome (mm9), using the RefSeq reference transcriptome (downloaded on March 2012) and the RSEM tool^67^. Transcripts Per Million normalized counts (TPM) were computed from the RSEM expression counts and a pseudocount of 1 TPM was added and a transcript with higher TPM value in IP over Input was considered as Tet-enriched.

### Comparison of Tet1/2-bound targets (using published data)

MeDIP-Seq^19^ were downloaded as raw data from the SRA database (https://www.ncbi.nlm.nih.gov/sra) (ERP000570).

Raw data were preprocessed as described under “Preprocessing of sequencing data” (without the rtRNA filtering step). MeDIP data were filtered for duplicate reads by means of the picard tool MarkDuplicates (http://broadinstitute.github.io/picard/) and mapped with bowtie2^60^. Peaks were identified with the MACS2 peak-calling tool^63^ (*q*-value < 0.05; expected genome size set as ‘mm’) and summit positions were identified with the “–call-summits” MACS2 option. Annotation was finally done with a bedtools-based script (the corresponding region was counted as a gene if the peak fell between a TSS and a TTS).

Transcripts bound to Tet1 and/or 2 were intersected with the 5hmC-containing transcripts identified in hMeRIP experiments to define 5hmC-modified and unmodified Tet1/2-bound transcript categories. For each MeDIP sample (*n* = 2), the transcripts identified using the aforementioned annotation process were intersected with each of the two categories and the percentages of 5hmC-marked and unmarked Tet-bound transcripts were computed. A *t*-test was then applied to compare the percentages obtained for each category.

### mRNA stability and translation efficiency analyses

In order to restrict the mRNA stability and translation efficiency analyses to expressed genes, we evaluated gene expression in wild-type mouse ESC cells. For this, the Poly-A RNA-Seq data were first preprocessed as described in the “Preprocessing of sequencing data” section and mapped to the mm9 genome using STAR tool^62^ with the RefSeq transcriptome. Then gene expression was computed with the HTseq tool^68^ and converted to TPM. Genes showing more than 1 TPM were considered expressed. We then stratified the transcripts of expressed genes into 5hmC-marked and unmarked on the basis of the presence, within the transcript, of at least one 5hmC peak from the hMeRIP-Seq analysis. Finally, external mRNA stability microarray data^40^ and ribosome-sequencing profiles^39^ in wild-type mouse ESCs were used to compare the mRNA half-lives and translation efficiencies of 5hmC-modified and non-modified transcripts with a Wilcoxon test.

### RNA transfection

For the in vitro stability assay, unmodified and 5hmC-modified IVT transcripts were delivered into WT ESCs with the JetPrime polyplus reagent (Polyplus transfection) according to the manufacturer’s instructions. This was followed by quantitative PCR analysis at 6 and 24 h post-transfection^69^.

### α-Amanitin treatment

For the in vivo stability assay, α-amanitin treatment of ESCs was performed. Briefly, WT, TKO, Tet2WT, and Tet2ΔRBD ESCs were treated with 10 μg/ml α-amanitin (Santa Cruz) or with an equal volume of vehicle (water) as a control for 0 or 4 h, respectively. For the rescue experiments, TKO ESCs were transfected with the Tet2FL or Tet2 catalytic mutant (Tet2Mut)^30^ plasmid with JetPrime polyplus reagent according to the manufacturer’s instructions. They were then treated with α-amanitin as described above. The cells were then collected after washing with PBS and processed for quantitative PCR analysis and/or RNA-Seq. For RNA-Seq, total RNA was extracted from α-amanitin-treated cells and untreated control cells and depleted of ribosomal RNA. The RNA in this fraction was fragmented before library preparation and deep sequencing, as described above. All primers used in this study are described in Supplementary Data 8.

### RNA-Seq analyses for differential expression and splicing

Sequencing reads were preprocessed as described under ‘Preprocessing of sequencing data’. Pre-processed reads were then mapped against the mouse reference genome (mm9) with the STAR algorithm^62^ using the RefSeq reference transcriptome (downloaded on March 2012). Then gene expression was computed with the HTseq tool^68^. Raw gene expression counts were then subjected to DESeq2^70^ for normalization and analysis of differential expression analysis between control (WT and TKO ESCs) and α-amanitin-treated cells. Similar conditions were used for splicing. IR Finder version 1.2.3^71^ was applied to detect unspliced and spliced transcripts. Count data from processed bam files were obtained with featureCounts^72^ and then converted to FPKM. Genes with FPKM > 0 were considered expressed. Only expressed genes containing intronic 5hmC peaks were selected and further overlapped with IR Finder output. The ratio of unspliced to spliced reads from the intersection was quantified with Bedtools^64^. The data were normalized to the unspliced/spliced ratio found for untreated cells at time 0 h.

### Statistics and reproducibility

Statistical analysis was performed using either the computing environment R or GraphPad Prism 7. Unless otherwise indicated, all experiments included technical replicates and were repeated at least three independent times. All statistics were evaluated by Student’s *t*-test unless specified otherwise. Data and graphs are presented as means ± SEM. The statistical significance criterion was *P* < 0.05.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

## Data Availability

The RNA-Seq, hMeRIP-Seq, and RIP-Seq data supporting the findings of this study have been deposited in the GEO repository under the accession code “GSE131902”. The stemness/pluripotency signature genes were derived from the ESCAPE^34^ and the StemChecker^33^ databases and from published data^31,32,35^. The microarray data^40^ “Supplementary Table 1 [10.1093/dnares/dsn030]”, Ribo-Seq^39^ “Supplementary Table S1C [10.1016/j.cell.2011.10.002]”, and MeDIP-Seq^19^ “ERP000570” supporting our study are published data. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Functional role of Tet-mediated RNA hydroxymethylcytosine in mouse ES cells and during differentiation
**Source:** Nat Commun. 2020 Oct 2;11:4956. doi: 10.1038/s41467-020-18729-6
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**Supplementary Data 1. List of enriched hMeRIP-Seq peaks in WT ESC.**

**Supplementary Data 2. List of ratio of spliced to unspliced transcripts bearing intronic 5hmC in WT ESC and TKO ESC.**

**Supplementary Data 3. List of differential hMeRIP-Seq peaks between WT ESC and EB.**

**Supplementary Data 4. List of differential hMeRIP-Seq peaks between WT ESC and TKO ESC.**

**Supplementary Data 5. List of enriched RIP-Seq transcripts in tagged-Tet1, -Tet2 and -Tet2 $\Delta$ ARBD ESCs.**

**Supplementary Data 6. List of differential hMeRIP-Seq peaks between tagged-Tet2 WT and -Tet2 $\Delta$ ARBD ESCs.**

**Supplementary Data 7. List of differentially expressed mRNAs between WT ESC and TKO ESC identified by RNA-Seq after transcription inhibition.**

**Supplementary Data 8. List of primers and oligos used for RT-qPCR, genotyping, Crispr-gRNA and plasmid cloning.**

How the deposited data were processed for this re-analysis (not part of the article)

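The RIP-Seq experiment was analysed in 20 libraries of mouse ESCs: IP and input from a line with Flag-tagged Tet1 (2 replicates), a line with Flag-tagged Tet2 (4 replicates) and a line with Flag-tagged Tet2 lacking 54 amino acids of its RNA-binding domain, Tet2ΔRBD (4 replicates). The groups and replicate numbers were taken from the sample labels, and the numbers also head the columns of Supplementary Data 5. The pairing of each IP with the input of the same number comes from these numbers. For Tet2 and Tet2ΔRBD, the fold changes per replicate in Supplementary Data 5 are those of the same pairs. The fold changes of its Tet1 sheet are not those of the Tet1 samples and do not bear on the pairing of Tet1, which rests on the numbers alone. The hMeRIP-Seq, RNA-Seq and stability experiments were not analysed here.

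The authors aligned the reads to mm9 with RSEM and the RefSeq transcriptome and deposited expected counts per gene, which are not normalized, together with FPKM values and with TPM values to which they had added a pseudocount of 1. The FPKM values were not used. The deposited TPM column was turned into TPM by subtracting 1. Every file held the same genes, named by symbol. The library totals lay between 21078995 and 37576638 expected counts, with a median of 25517290.

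The paper's methods state that a transcript with a higher TPM in IP than in input, after the pseudocount, was taken as enriched. They do not state how replicates were combined. Here a target had a TPM + 1 in IP above that in the input of the same number, in every replicate of a line, a reading based also on the fold change per replicate in Supplementary Data 5. List overlaps were compared with 10000 random lists of the same size, drawn within 20 bins of mean expression, and by Fisher's exact test across genes, which are not independent replicates. The 5hmC list was the readable part of Supplementary Data 1, and its symbols were matched directly or through older symbols in a RefSeq gene table of GRCm38.p6, which was used for names only. Matching through older symbols was chosen after seeing that symbols were unmatched, and the listed symbols alone were added as an alternative. Differences between IP and input were tested with edgeR 4.0.16 in R 4.3.3. Expected counts were rounded to whole numbers, normalized by TMM and fitted with the quasi-likelihood model over all libraries, with a block for each IP and input pair and an IP effect for each line. Genes needed 1 CPM in at least 2 libraries, and p-values were adjusted by the Benjamini-Hochberg method. The standard error given with a fitted ratio is the ratio divided by the square root of its F statistic. The dependence on the RBD was tested as the difference between the IP effects of Tet2 and Tet2ΔRBD in that fit. Alternatives set before the data were examined included DESeq2 1.42.0, limma 3.58.1 on log2(TPM + 1) and log2(TPM + 0.1), fits without the block, without the filter on low counts, on the compared lines only and with replicates 3 and 4 merged, other target rules, and leaving out each replicate in turn, in 1 line or, for the share of Tet2 targets not called in Tet2ΔRBD, of the same number in both lines. A share was taken as moved when it changed by more than the SD over the 4 replicate numbers used alone, a spread that was defined after the data had been seen. The library sets were read from the numbering of the deposited data and are not stated in the sample labels. The design called for merging samples that agree within sampling noise. Replicates 3 and 4 of Tet2 and Tet2ΔRBD differed by more than that and were kept apart.

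The tests were checked on simulated counts drawn from the means and library sizes of the real samples, with 200 genes changed in Tet2 IP. Apart from these genes, IP and input of a pair shared their mean, and the spread was that estimated by edgeR. IP effects that differ between library sets were not simulated, so the false calls in the real data may differ. Over 13610 genes, edgeR called 98% of the genes changed 4-fold and 86% of those changed 2-fold in Tet2 IP, with 7 false calls, and for the difference between Tet2 and Tet2ΔRBD it called 91% and 41%, with 9 false calls. DESeq2 called 100% and 95% in Tet2 IP with 30 false calls, and 96% and 69% for the difference with 35 false calls among 200. The random lists were checked on 100 lists of 300 random genes, of which 4% lay in the upper tail used as the limit, and on 100 lists to which 60 targets had been added, of which 86% did. On lists of highly expressed genes the share was 3%.

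The genes named are those the paper names beside its RIP-Seq data or as examples of 5hmC transcripts, the 3 Tet genes, the 3 genes with the largest fitted ratio in each line among genes past the threshold, above input in every replicate and with a mean IP TPM of at least 5, and the 3 genes with the largest difference between Tet2 and Tet2ΔRBD past the threshold with the same sign at all 4 replicate numbers; no gene with a lower ratio in Tet2 passed. This rule was fixed before the data were examined. Gene positions are those of the gencode vM1 annotation of NCBIM37 (mm9), the genome build the authors used. Plots were drawn with matplotlib 3.10.9 from tables computed with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.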

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

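The tests below of input abundance and of replicate 2 for Sec22b, Cyb5r3 and Klf2 were chosen only after the result had been seen.

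The difference between Tet2 and Tet2ΔRBD in log2(IP/input) passed the adjusted threshold of edgeR's quasi-likelihood test for 3 genes, with fitted differences of 2.02 for Sec22b, 1.60 for Cyb5r3 and 1.33 for Klf2, each higher in Tet2 at 4 of 4 replicate numbers. The transcripts were about as abundant in the inputs of both lines: the log2 difference in input TPM was 0.094, 0.17 and 0.27, of which the largest, 0.269 for Klf2, is small beside the fitted difference, so that the ratios differ because of the IP. The Tet2ΔRBD pair of replicate 2, in which few genes were above input, did not produce the differences either, since the smallest of them was 1.29 without that pair. Only 1 of the 8 splits that exchange the lines at some replicate numbers, the real one, gave 3 or more genes, and the others gave 0 genes. With 8 splits this share cannot fall under 0.125. Of the 27 other splits of the 8 pairs, which do not part each replicate number between the groups, 1 gave more genes, 1739, and it is the split of replicates 1 and 2 against replicates 3 and 4, which follows the library sets. A difference between the clones other than the deleted domain was not tested. A candidate explanation, that these 3 transcripts are bound through the RBD, therefore remains a hypothesis. The count over 8 splits is too coarse to decide on chance in the grouping of 4 replicates. The adjusted p from edgeR's test was 0.012 for Sec22b, 0.047 for Cyb5r3 and 0.012 for Klf2. Every Tet2 replicate lay above every Tet2ΔRBD replicate for each of them. This adds little, because the genes were chosen for passing this test with the same sign at all 4 replicate numbers. The adjusted p-values argue against chance for these 3 transcripts if replicates 3 and 4 count as separate replicates. However, 0 genes passed with replicates 3 and 4 merged, on the compared lines only or with no replicate block. Reads shared with related genes could not be examined without the reads.

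Among 64 groups of 4 values, 5 held a sample set apart from the others, where about 3.2 would be expected by chance, and 3 of the 5 were replicate 2. Log2(IP/input) of Eed in Tet2 was 1.57 in replicate 2 (0.66 to 0.71 in the others) and also high in Tet2ΔRBD replicate 2, at 1.63 (0.51 to 0.83 in the others). That of Cdh4 in Tet2 was 1.07 in replicate 2 (0.26 to 0.36 in the others), without such a value in Tet2ΔRBD replicate 2 (0.071). That of Paf1 in Tet2ΔRBD was 0.344 in replicate 2, with negative values in the others, and Tet2 replicate 2 was also positive where the other Tet2 values were negative, at 0.24. Log2(IP/input) of Klf2 in Tet2 was 1.66 in replicate 1 (1.36 to 1.39 in the others). The 10 genes with the most counts held 9.16% of the Tet2 input of replicate 1 and between 6.00% and 6.05% of the other Tet2 inputs, and likewise 8.55% of the Tet2ΔRBD input of replicate 1 and between 5.56% and 6.66% of its other inputs. For Eed, Paf1 and this share, the same replicate number thus deviates alike in both lines. Replicates 1 and 2 each form a library set, so that a replicate and its batch cannot be told apart, and no biological explanation was tested.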

How the results depend on the processing

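The alternatives named here were set before the data were examined, except matching the 5hmC list by the listed symbols only, which was chosen after seeing the data and gave 66.5% of 5hmC and 69.9% of pluripotency-related 5hmC transcripts bound. Where a result changed, the cause was not tested.

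For the target rule, restricting the genes to a mean input TPM of at least 5 gave 4304 Tet1, 3969 Tet2 and 2541 Tet2ΔRBD targets, and 83.3% of Tet2 targets were then Tet1 targets. Centring each replicate on the median ratio gave 3517 Tet2 and 2493 Tet2ΔRBD targets, 85.6% of Tet2 targets shared with Tet1 and 53.9% of 5hmC transcripts bound. Requiring an IP of at least 1.5 times input with a pseudocount of 1 gave 1262, 814 and 180 targets of Tet1, Tet2 and Tet2ΔRBD; 84.8% of Tet2 targets were not called in Tet2ΔRBD, 60.6% were called in Tet1, and 19.6% of 5hmC and 21.3% of pluripotency-related 5hmC transcripts were bound. With a pseudocount of 0.1 these values were 1876, 1261, 422, 81.0%, 62.3%, 23.6% and 25.5%. With no replicate block (mean IP above mean input, without pairing) there were 13063 Tet2 and 12757 Tet2ΔRBD targets, and the shares were 17.7%, 68.5%, 85.0% and 86.2%. With the mean of all 10 inputs there were 3649 Tet2 targets, 73.4% of them shared with Tet1. With replicates 3 and 4 only, there were 9232 Tet2ΔRBD targets, 20.3% of Tet2 targets were not called in Tet2ΔRBD, and 71.5% were called in Tet1, which was 73.0% with replicates 3 and 4 averaged. Under these settings, which use every replicate or replicates 3 and 4, the values not given here stayed within 1.5 times the count or within the spread between replicates.

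For the tests of IP against input, no replicate block lowered the genes passing the threshold from 809 to 0 in Tet1 (840 at an unadjusted p under 0.05), from 4540 to 375 in Tet2 and from 2674 to 46 in Tet2ΔRBD. DESeq2 gave 1578 genes in Tet1. The compared line alone gave 6985 in Tet1 and 748 in Tet2ΔRBD, and merging replicates 3 and 4 gave 316 and 1060. The Tet2 count was within 1.5 times its value under all alternatives but the one without the block and the one without Tet2 replicate 1. For the difference between Tet2 and Tet2ΔRBD, which passed for 3 genes, 0 genes passed with no replicate block (83 at an unadjusted p under 0.05), 0 on the compared lines only (296) and 0 with replicates 3 and 4 merged (351), while 6 passed without the filter on low counts and 29 with DESeq2; the replicate block across lines left 3.

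With 1 replicate left out, the counts ranged from 9619 to 10646 Tet1, 7181 to 7813 Tet2 and 4960 to 7912 Tet2ΔRBD targets. The share of Tet2 targets not called in Tet2ΔRBD ranged from 19.0% to 51.7%, and that called in Tet1 from 71.9% to 88.7%. Between 66.9% and 72.7% of 5hmC and between 70.2% and 80.9% of pluripotency-related 5hmC transcripts were bound. Of these values, those that moved by more than 1.5 times the count or by more than the spread between replicates were the Tet2ΔRBD targets without Tet2ΔRBD replicate 2 (7912), the share not called without that replicate (19.0%) and without replicate 2 of both lines (22.6%), the share called in Tet1 without Tet1 replicate 1 (88.7%) and without Tet2 replicate 4 (71.9%), and the pluripotency-related share without Tet2 replicate 4 (80.9%). The tests passed 321 to 1505 genes in Tet1, 2690 to 5376 in Tet2, 795 to 3419 in Tet2ΔRBD and 0 to 14 for the difference, with 380 to 530 genes at an unadjusted p under 0.05 in the 4 fits that passed 0. Leaving out a Tet1 replicate leaves 1 pair, and the test was not run. The Tet1 targets have no value for the settings on replicates 3 and 4.

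Of 69 values of log2(IP/input) of named genes, 4 changed sign by more than the spread between replicates, in 5 of 207 recomputed values. With the mean of all 10 inputs, Dab1 in Tet2 was -0.296, Sfpq in Tet1 0.107 and Mir684-1 in Tet2ΔRBD -2.56. With centring, Dab1 in Tet2 was -0.097 and Cdh4 in Tet2ΔRBD -0.022. Another 15 moved with centring, 17 with the mean of all inputs and 13 with a pseudocount of 0.1, in the same direction.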

Differences from the paper's values

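The paper gives the share of Tet2 targets that depend on the RBD as about 30%. Here 47.3% of the Tet2 targets were not called in Tet2ΔRBD, and the paper's Venn diagram shows about 47% in Fig. 3e, read by eye. The Tet2ΔRBD list is 30.6% shorter than the Tet2 list, a value that reaches the paper's. Among the alternatives set before the data were examined, the share lay on both sides of the paper's value. It was 17.7% with no replicate block, 20.3% with replicates 3 and 4 only and 42.7% with replicates 3 and 4 averaged. Without replicate 2 or 4 of both lines it was 22.6% and 41.4%, and without Tet2ΔRBD replicate 2 or 4 it was 19.0% and 37.9%. The share was at least 46.0% with the filters on input TPM (46.1% and 47.7%), centring (50.2%) and the mean of all inputs (48.4%). The same held for an IP of at least 1.5 times input (84.8% and 81.0%) and without replicate 1 or 3 of both lines (47.7% and 49.0%). It also held without any of the 4 Tet2 replicates (49.6% to 51.7%) and without Tet2ΔRBD replicate 1 or 3 (46.0% and 46.8%).

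In Supplementary Data 5, the input and IP values of all genes compared equalled the deposited ones in the 3 sheets. The fold-change columns of the Tet2 and Tet2ΔRBD sheets also equalled the log2(IP/input) computed here. In the Tet1 sheet, the fold changes of all 1222 genes compared equalled those of Tet2ΔRBD replicate 3 (first column) and replicate 4 (second column), and equalled Tet1's own in 12 and 2 genes. The Tet1 targets themselves follow from the Tet1 values. The paper names Dab1 among the pluripotency-related transcripts, while its entries in Supplementary Data 1 do not carry that mark.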

Other observations

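The tests of replicate 2, of library depth and IP depth, of the library batch, of the mixing of IP RNA into an input and of length for the pluripotency-related transcripts were chosen only after the result had been seen.

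Fewer of the Tet2 targets were called in Tet2ΔRBD, and several technical explanations were tested. Without replicate number 2 in both lines, the share of Tet2 targets not called fell from 47.3% to 22.61%, and leaving out no other number had such an effect, which is consistent with the single Tet2ΔRBD pair of replicate 2 accounting for much of the loss. The calls also vary between replicates of 1 line. A Tet2 list called from 2 replicates lost on average 23.9% of its genes in the other 2 Tet2 replicates and 35.1% in the Tet2ΔRBD replicates of the same numbers. The loss was larger in Tet2ΔRBD in 4 of the 6 ways to divide the numbers, by 21.0, 22.2 and 26.1 percentage points in the 3 divisions whose Tet2ΔRBD replicates included number 2 and by 0.53 in the remaining one, and the difference was -1.58 and -1.45 points in the others. Low expression does not account for the loss (47.74% among genes with a mean input TPM of at least 5). The share was 50.16% after centring, but centring also shortened the Tet2 list to 3517 genes, so that this does not decide whether scaling of the libraries played a part. Of the 8 Tet2ΔRBD libraries, 6 had fewer counts than the Tet2 library of the same number and fraction, which alone does not show that depth lowers the calls. The line with fewer IP counts had fewer genes above input at 0 of 4 replicate numbers, which goes against IP depth lowering the number of genes above input. Tet2ΔRBD replicate 4, whose input lay nearer to the IP libraries, contributed less than replicate 2: 624 of the lost targets were not above input in that replicate alone, and without it the share was 37.9%. The loss of targets from the list can thus not be told apart from replicate 2, from the variation of the calls or from scaling, and replicate 4 adds to it.

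Log2(IP/input) was alike across the 3 lines: over 11281 expressed genes with a GC content, Tet1 correlated with Tet2 at 0.80 and Tet2 with Tet2ΔRBD at 0.90. Gene length and GC content do not account for this likeness, as the lowest correlation between lines was 0.856 after both had been regressed out, although longer transcripts had higher ratios (Spearman's rho across genes of 0.19 in Tet1, 0.44 in Tet2 and 0.37 in Tet2ΔRBD). The input level does not either (lowest correlation 0.8 after regression). Pairs of replicates from different lines had a median correlation of 0.706 within a library set and 0.504 between library sets, so that the library batch may account for part of the likeness but not for all of it. A candidate explanation is that a component shared by all Flag immunoprecipitations adds to the binding of each protein. No untagged or IgG library was analysed here, and this could not be tested.

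Chance in assigning IP and input within pairs was examined by swapping them. For Tet2, 1 of 8 splits, the real one, gave as many as 4540 genes past the threshold, and the others gave 0. For Tet2ΔRBD, 1 of 8 splits gave as many as 2674, and the others gave at most 51. With 8 splits, a share under 0.05 cannot be reached. The split that gave 51 genes swaps replicate 2 only.

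The Tet2ΔRBD input of replicate 4 lay between the input of replicate 3 and the IP libraries. Log2(input 4/input 3) correlated across genes with log2(IP/input) of Tet1 at 0.62 in Tet2ΔRBD and at 0.029 in Tet2. Mixing of IP RNA into this input is a possible explanation, and its estimate depends on the estimator. The first estimate, tried while looking at the data, was the median share over 423 genes strongly enriched in Tet1 IP, and it gave 0.597 in Tet2ΔRBD and 0.014 in Tet2. A regression through the origin, chosen later, gave 0.471 on enriched and 0.103 on depleted genes, where a mixture would give similar shares, and 0.216 and 0.191 on the Tet2 inputs, where none would be present. The median used enriched genes only, so that it cannot tell a mixture from another cause of the same correlation. The regression gave 0.216 and 0.191 where no mixing would be present, above the 0.103 on depleted genes. It therefore cannot decide whether mixing was the only source, a part of it or absent. Regressing out gene length and GC content left a correlation of 0.592, so that these do not account for it, although GC content had a Spearman's rho of -0.404 with log2(input 4/input 3). A mislabelled sample was not tested.

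The listed 5hmC transcripts were targets of Tet1 and/or Tet2 more often than random lists matched on expression. Gene length accounts for part of the gap, as the median of random lists rose from 57.6% to 64.25% once length was matched as well, and 3 of 10000 lists reached the observed 70.0%. For the pluripotency-related 5hmC transcripts, 1630 of 10000 lists matched on length reached the observed 70.2%, so that their share cannot be told apart from that of other transcripts of such expression and length. The matching used the rule of IP above input, and other properties that raise the number of bound transcripts were not tested.

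Transcripts depleted from the IP are not reported by the paper. The edgeR test passed 436, 2533 and 1660 genes with lower RNA in IP in Tet1, Tet2 and Tet2ΔRBD, more than the 373, 2007 and 1014 with higher RNA, but this excess depends on the method. With DESeq2 there were 737, 2474 and 1520 lower against 841, 2445 and 1761 higher, with edgeR without the filter on low counts 310, 2210 and 1303 lower against 438, 1932 and 1039 higher, and with limma on log2(TPM + 1) 144, 1113 and 629 lower against 492, 4801 and 3224 higher.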
